# Bronchial epithelial cell-derived extracellular vesicles drive inflammasome activation and *NTHi* infection in COPD

**DOI:** 10.3389/fimmu.2025.1713012

**Published:** 2026-01-02

**Authors:** Georgia Bateman, Hong Guo-Parke, Caitlyn Harvey, Aoife Rodgers, Anna Krasnodembskaya, Dermot Linden, Rabindra Tirouvanziam, Lee A. Borthwick, Andrew J. Fisher, Judith Coppinger, Joe Kidney, Clifford C. Taggart

**Keywords:** extracellular vesicles, COPD, NLRP3, macrophages, *NTHi*

## Abstract

Extracellular vesicles (EVs) are lipid-membrane bound vesicles that can be beneficial or detrimental depending on the content they carry. As epithelial cells are the first line of defense against harmful particles, this work explored the role of bronchial epithelial cell-derived EVs (CepEVs) in the pathogenesis and progression of chronic obstructive pulmonary disease (COPD). RNA sequencing of macrophages stimulated with CepEVs revealed the upregulation of various inflammasome-related genes, alongside significant IL-1b and IL-18 release, which could be attenuated with caspase-1 or NLRP3 inhibition. The proteome of CepEVs was also assessed, which highlighted a significant reduction in antibacterial proteins compared to healthy EVs (HepEVs). When functionally assessed in *NTHi* infection of THP-1 cells, pre-incubation with HepEVs stimulated *NTHi* clearance and reduced pro-inflammatory cytokine release by macrophages, which was reduced in CepEV-stimulated cells. This study shows for the first time that CepEVs are able to both prime and activate the inflammasome in healthy macrophages, and highlights EV-induced inflammasome inhibition as a potential therapeutic target for the dysregulated inflammation seen in COPD. Alongside the inflammasome, we were also able to show that CepEVs are deficient for multiple antibacterial proteins, and that one or more of these proteins are essential in mounting an immune response against *NTHi* in macrophages. This finding contributes to a potential therapeutic pipeline through the supplementation of the depleted antibacterial proteins in CepEVs, allowing for efficient bacterial clearance and reduced consequential inflammatory burden. CepEV co-incubation resulted in a persistent state of inflammation and infection. Both sets of findings contribute to the overall knowledge of COPD pathogenesis, and highlight epithelial EVs as key players in the propagation of inflammation and susceptibility to infection.

## 1 Introduction

Extracellular vesicles (EVs) are small lipid bound vesicles secreted by all cell types into the extracellular space, and the release of EVs is an evolutionarily conserved process, from bacteria to plants to animals (1, 2). ‘EV’ is an umbrella term encompassing various subtypes of secreted vesicles, which can be distinguished by their biogenesis, release, size, content, and function. The three main subtypes of EVs, termed classical EVs, are exosomes, microvesicles, and apoptotic bodies. As all cells involved in the immune response can secrete EVs, it’s no surprise that EVs play a role in inflammatory processes. It has been shown that EVs can have both pro-inflammatory and anti-inflammatory roles depending on the parent cell type, and the condition the parent cell is in (3).

EVs are involved in the pathology of various inflammatory lung conditions. For example, exosomes originating from eosinophils in asthmatic patients were shown to be produced at higher levels when compared to healthy controls, and promoted further chemotaxis of eosinophils, perpetuating tissue damage and inflammation in an autoregulated cycle (4, 5). In addition, over 140 plasma and sputum EV-miRNAs have been identified that correlate with asthma symptoms and associated tissue damage (6–8).

Chronic obstructive pulmonary disease (COPD) is a global epidemic, the occurrence of which has been steadily increasing over the last five decades, and is associated with a very high socio-economic burden that is expected to increase with the ageing population, increased tobacco and E-cigarette use, and sustained air pollution levels (9, 10). COPD is currently amongst the top ten causes of death worldwide affecting over 12% of the population aged 40 and older, and the World Health Organization (WHO) mortality and disease burden projections predict that COPD will be the third leading cause of death by 2030 (11–13). COPD is characterized by progressive and persistent narrowing of the small airways and/or destruction of the alveolar walls, primarily induced through long-term inhalation of harmful particles, resulting in non-fully reversible airflow limitation (14). These pathological changes result in airway obstruction and alveolar emphysema, the relative contributions of which depend on the individual (15). While present treatments work to slow progression and alleviate symptoms of COPD, there is currently no therapy available to target and correct the underlying mechanisms that result in the airway remodeling driving COPD pathogenesis.

Inflammasomes are multimeric protein complexes that assemble in the cytosol after sensing danger signals such as pathogen- and damage-associated molecular patterns (PAMPs/DAMPs) (16). There are distinct inflammasomes, each of which is activated by various stimuli, as reviewed elsewhere (17). The nucleotide-binding oligomerization domain-like receptor pyrin domain-containing 3 (NLRP3) inflammasome will be the only inflammasome discussed henceforth. The NLRP3 inflammasome consists of a sensor (NLRP3), an adaptor known as the apoptosis-associated speck-like protein containing a caspase recruitment domain (ASC), and an effector (caspase-1) (18). NLRP3, unlike most PAMP/DAMP sensing pattern recognition receptors (PRRs), can be activated by a wide variety of stimuli (19). The assembly and activation of the inflammasome must be tightly regulated due to the potentially feed-forward nature of the process. Inflammasome activation is considered, for the most part, to be a two-step process in macrophages – priming and activation. The role of the priming step is to upregulate the expression of various inflammasome components, namely NLRP3 and pro-IL-1β. The priming step occurs in response to PRRs recognizing PAMPs/DAMPs, such as Toll-like receptors (TLRs) binding to their cognate ligands, referred to as signal one, which, in turn triggers NF-κB-dependent transcription of necessary inflammasome components (20).

Emerging evidence suggests that activation of the NLRP3 inflammasome may be involved in the onset of COPD. While primarily associated with alveolar macrophages, various cell types within the lungs express NLRP3, including type II alveolar epithelial cells, lung fibroblasts, lung-resident mesenchymal stromal cells (MSCs), and endothelial cells (21–24). Elevated levels of IL-1β have been found in the lungs of COPD patients, which are further amplified during exacerbations (25). In addition, it has previously been shown that mice exposed to cigarette smoke (CS) have significantly increased levels of IL-1β, and that IL-1 receptor (IL-1R) knockout mice were protected against CS-induced matrix breakdown and increases in inflammatory cells within bronchoalveolar lavage (BAL) (26). Interestingly, NLRP3 is over-expressed in the lungs of stable COPD patients, which isn’t seen in smokers with normal spirometry, suggesting that NLRP3 expression specifically correlates to airflow obstruction rather than being a direct result of CS exposure (27). Finally, it has been shown that although the mRNA and protein level of caspase-1 was similar between smokers, non-smokers, and COPD patients, levels of active caspase-1 were significantly higher in the sputum of COPD patients (27, 28). In the context of EVs, epithelial EVs have previously been linked to the inflammasome and caspase activation in other disease states. Hypoxia has been shown to induce the release of EVs in the lung epithelial cells that contain high levels of active caspase-3 (29). Alveolar epithelial cells have also been shown to release EVs that induce NLRP3 inflammasome activation in alveolar macrophages in response to bacterial stimuli (30). However, to date, no studies have been done to assess the effect of COPD bronchial epithelial cells on inflammasome activation in macrophages.

As discussed in detail elsewhere (31), human lungs are endowed with a wide range of defense mechanisms to ensure tissue defense and repair even in the face of repeat exposure to inhaled insults. However, in the context of COPD, these defense mechanisms are disrupted, allowing for repeated infections that perpetuate damage to the lungs in a cyclic manner. These repeated infections promote increased inflammation and worsening symptoms, often leading to acute exacerbations of COPD. However, up to 50% of stable COPD patients also carry potentially pathogenic bacteria in their airways (32). It has been long known that there is a positive correlation between the airway bacterial load and inflammation (33). Detection of bacteria in the airway was shown to correlate with levels of pro-inflammatory cytokines such as IL-1β and TNF-α in the sputum (34). Arguably the most common cause of bacterial infection in stable COPD patients is *non-typeable Haemophilus influenzae* (*NTHi*) (35). *NTHi* accounts for up to half of the bacteria isolated from stable COPD patients (36). *NTHi* is a human-restricted, Gram-negative, opportunistic pathogen, despite also having commensal properties (37). Lipooligosaccharide (LOS), a component of the *NTHi* cell wall, alongside P6, an outer membrane protein, are potent immunomodulators of macrophages, inducing IL-8 and TNF-α secretion which in turn promote neutrophil recruitment (38–40). Combined with the dysfunctional phagocytosis displayed by alveolar macrophages in COPD, this secretion promotes an inflammatory, neutrophil-rich, environment with inefficient *NTHi* clearance (41). Interestingly, *NTHi* infection has also been shown to upregulate the NLRP3 inflammasome, further promoting inflammation and acute exacerbations (42). The effect of pre-stimulated epithelial EVs in macrophage bacterial infection have been previously assessed. Lane *et.al*, evaluated the effect of EVs released from the respiratory epithelium after antiviral signaling in monocyte-derived macrophages (MDMs) (43). The survival of *Staphylococcus aureus (S. aureus)* was significantly increased in MDMs exposed to antiviral EVs compared to control epithelial EVs. This study highlights the role of EVs in the epithelium-macrophage infection crosstalk, however this has not been previously assessed in COPD.

In this study, we sought to decipher the role of COPD bronchial epithelial cell-derived EVs (CepEVs) in macrophage function. Firstly, EVs were isolated and characterized. The role of CepEVs in macrophage inflammasome activation was then explored through RNA sequencing analysis and cytokine assessment. Subsequently, use of known inflammasome inhibitors MCC950 and VX-765 was assessed to functionally confirm inflammasome activation. Moreover, our data show that these same EVs affect macrophage susceptibility to *NTHi* infection, and through proteomic analysis have identified key proteins for further study.

## 2 Materials and methods

### 2.1 Primary bronchial epithelial cells

#### 2.1.1 Sample information

COPD primary bronchial epithelial cells (PBECs) were derived from brushings taken from the Epstein-Barr Virus Suppression in Chronic Obstructive Pulmonary Disease (EViSCO) trial (44). The trial was sponsored by Belfast Health and Social Care Trust and received approval from the Office of Research Ethics Committees Northern Ireland (18/NI/0106). The clinical characteristics of COPD patients are detailed in **Supplementary Table 1**. All samples were taken pre-treatment. Age-matched healthy control PBECs were purchased from Lonza or PromoCell (**Supplementary Table 2**).

#### 2.1.2 Air-liquid interface culture

PBECs were seeded in semipermeable Costar^®^ 6.5 mm Transwell^®^ Membrane Inserts (6 mm diameter, 0.4 µm pores, Cat#05001) in 24-well plates (5x10^4^cells/well) and maintained until confluent. Cells were maintained in 200 μL PneumaCult™-Ex Plus Medium (Stemcell™ Technologies, Cat#05040), with 500 μL in the basal chamber. Once 100% confluence was reached, the medium in the apical chamber of the transwell was removed. From this point onward, cells were fed through the basal chamber with PneumaCult™-ALI Medium (Stemcell™ Technologies, Cat#05002). The apical chamber remained exposed to air to promote differentiation into a pseudostratified heterogeneous cell population with occasional washing with PBS required to remove mucus build up. Cells were maintained at air-liquid interface (ALI) until cilia were visibly beating (roughly 3 weeks), with basal media changes every other day. All basal media was collected after this point and frozen at -80°C for later EV isolations.

### 2.2 Macrophage models

#### 2.2.1 THP-1 cell culture

The THP-1 monocytic cell line was maintained in RPMI 1640 (Gibco) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin (Pen-Strep). For differentiation into macrophage-like cells, cells were seeded at 1.25x10^5^ cells/well in 48-well plates with 100 nM/well phorbol-12-myristate 13-acetate (PMA) for 72 hrs. After 72 hrs, PMA-stimulated cells had adhered, PMA-containing media was carefully removed, and cells were incubated in fresh RPMI (10% FBS, 1% Pen-Strep) for 24 hrs before any experimental procedures.

#### 2.2.2 Monocyte-derived macrophages

PBMCs were isolated from whole blood through density gradient centrifugation as previously described (45). Ethical approval for the use of blood was received from the Queen’s University Faculty Research Ethics Committee (reference MHLS 19_17). After isolation, cells were incubated at 37°C, 5% CO_2_ for 1.5 hrs in a 24-well plate to ensure cell adhesion. After the incubation step any non-adherent cells, mainly lymphocytes, were removed by vigorous washing with Hanks balanced salt solution (HBSS) and cells were incubated in RPMI, 10% FBS, 1% Pen-Strep, and 0.01% GM-CSF for 6 days. On day 6, the medium containing GM-CSF was removed, fresh RPMI was added, and cells were left for 24hrs before stimulation.

### 2.3 EV characterization

#### 2.3.1 EV isolation

Conditioned media from the basal chamber of PBEC cultures in ALI were filtered through 0.2 μM sterile filters (Sarstedt) and centrifuged at 10,000 g for 30 mins at 4°C to remove any larger particles and cell debris. The filtered conditioned media were then collected into 26.3 mL polycarbonate ultracentrifuge tubes (Beckman Coulter Life Sciences, Cat#355654) and centrifuged at 100,000 g for 3 hrs at 4°C. After ultracentrifugation, the EV-containing pellet was washed with 200 μL filter sterilized PBS (0.2 μm filters). The pellet was then resuspended in the appropriate medium for further analysis or experimental procedures. All EVs were analyzed per donor, technical replicates were averaged and shown as individual data points for each donor.

#### 2.3.2 Nanoparticle tracking analysis

The Malvern Panalytics NanoSight (model N300) was used throughout. Filter-sterilized PBS (500 μL) was always loaded and read first to ensure no contamination. EV isolates in PBS (500 μL total volume) were loaded into the chamber. The image focus and camera level were set to optimum conditions, and the detection threshold was set to contain 30–100 red crosses, deemed by the software as more valid readings, while maintaining 5 or less blue crosses per reading. Each sample was run for five 60s videos, and the mode of the particle size across the five videos recorded. Of note, PBS was recorded across three videos as the blank control before each set.

#### 2.3.3 Transmission electron microscopy

Formvar/carbon-coated copper grids (Agar Scientific) were incubated with 10 μL of EVs and stained with Uranyless (Electron Microscopy Sciences, Cat#22409). The grids with EVs were imaged using the TEM (TEM-JEM-1400Plus).

### 2.4 BCA

The total protein concentration of the samples was quantified using the Pierce BCA Protein Assay Kit (ThermoScientific) as per manufacturer’s instructions. The plate was read at 562 nm using the BioTek Synergy HTX Multimode Reader, and protein concentrations were calculated with reference to the standard curve.

### 2.5 EV-cell stimulation and inflammasome inhibition

Healthy and COPD EVs were diluted to 5 μg in 100 μL filter sterilized PBS (0.2 μm). Cells were washed with warmed PBS and the 100 μL EV-PBS solution was added. For cell-EV stimulation experiments, cells were topped up to 200 μL with the appropriate cell medium (supplemented with 1% FBS, 1% Pen-Strep). For inflammasome inhibition experiments, the NLRP3 inhibitor MCC950 and caspase inhibitor VX-765 were diluted to 2 μM and 40μ M respectively and the inhibitors were added to the cells at 100 μL inhibitor-RPMI into 100 μL EV-PBS solution, diluting MCC950 and VX-765 to the working concentrations of 1 μM and 20 μM respectively. Cells were then incubated at 37 °C, 5% CO_2_ for 48hrs. To note, any EV work was done in reduced serum media (1%) to limit significant FBS-EV contamination, while all untreated controls were also kept in reduced serum media on the same grounds (46).

### 2.6 Lactate dehydrogenase release

LDH release to determine cell viability was measured using the CyQUANT^TM^ LDH Cytotoxicity Assay Kit (Invitrogen) as per manufacturer’s instructions. The plate was read using the BioTek Synergy HTX Multimode Reader.

### 2.7 Enzyme-linked immunosorbent assay

Cytokine concentrations in cell media supernatants were analyzed using enzyme-linked immunosorbent assays (ELISAs) as per manufacturers’ instructions. The ELISA kits used are detailed in **Supplementary Table 3**. The plates were read using the BioTek Synergy HTX Multimode Reader.

### 2.8 Proteomic analysis

#### 2.8.1 Sample prep

Isolated EV pellets were resuspended in 8 M urea on ice. Samples were incubated with dithiothreitol (1 µl of 500 mM) and incubated at RT for 30 mins. Iodoacetamide (10 mM final concentration) was added to each sample and incubated at RT for 30 mins in the dark. Tris (pH 8.5, final concentration 2 M) and 1 µl of trypsin (0.5 µg/µL) was added to each sample. The tubes were placed at 37°C overnight in a shaking incubator. The digestion reaction was stopped after 18 hours by placing the tubes in -80°C.

#### 2.8.2 Mass spectrometry

All digested samples were analyzed in duplicate using the Bruker TimsTOF Pro mass spectrometer (MS) connected to an Evosep One chromatography system for detection. Tryptic peptides were resuspended in formic acid (0.01%) and loaded onto the Evosep One. The machine parameters remained constant throughout peptide separation – positive ion mode with capillary voltage of 1400 V, dry gas flow of 3 L/min, and a dry temperature of 180°C. The MS used Parallel Accumulation-Serial Fragmentation (PASEF) in trapped ion mobility spectrometer (TIMS) mode to select for ions by MS/MS. A scan range of 100–1700 m/z was performed at a rate of 10 PASEF MS/MS frames to 1MS scan with a cycle time of 1.8ws.

#### 2.8.3 MaxQuant protein identification and quantification

The raw MS data was then searched against the Homo sapiens subset of the Uniport Swissport database using the search engine MaxQuant (release 2.0.3.0) using specific parameters for trapped ion mobility spectra data-dependent acquisition (TIMS DDA). Only peptide scores that corresponded to a false discovery rate (FDR) of 0.01 were accepted from the MaxQuant database search. The normalized protein intensity of each identified protein was used for label free quantification (LFQ).

#### 2.8.4 Proteomic data analysis

Data were analyzed in R Studio (version 2023.06.0 + 421 “Mountain Hydrangea” Release) (47). All proteomic analysis was done using the DEP package (48). Firstly, any proteins with a unique peptide count of <1 were removed, and proteins with 2 or more missing values in each condition were also removed. Data was normalized and imputation was done to account for any other missing values (variance stabilization normalization and Quantile Regression Imputation of Left-Censored Data methods respectively). The Benjamini-Hochberg (BH) method was used to account for false discovery rate (FDR) (49). For differential analysis, p-values were set to 0.05, and log fold change at 1.5. Any proteins that fit both these parameters were run against GO Biological Processes 2023 to highlight potential functional roles using EnrichR software (50–52).

### 2.9 RNA sequencing

#### 2.9.1 RNA isolation and preparation

THP-1 cells were differentiated into macrophage-like cells using PMA and stimulated with COPD EVs +/- inflammasome inhibitors as described above. After 48 hrs, EV-stimulated THP-1 cells were detached with trypsin and pelleted (900 g for 5 mins at RT°). Cell pellets were sent to the Genomics Core Technology Unit at Queen’s University Belfast for RNA extraction and sequencing. The RNA extraction was done via the RNeasy® Plus using elution columns, as previously described (53).

#### 2.9.2 RNA sequencing data analysis

For RNA sequencing analysis, primary alignment was done through the Queen’s University Belfast Genomics Core Technology Unit and exported into Microsoft Excel. Differential gene expression were analyzed in R Studio (version 2023.06.0 + 421 “Mountain Hydrangea” Release) (47). All differential gene expression analysis was done using the DESeq2 package (54). Log fold change (LFC) shrinkage was done via the *apeglm* method (55). Data were organized into adjusted p-values and set to 0.05. Any genes that fit this parameter were deemed significantly differentially expressed.

### 2.10 Bacterial infection of macrophages

#### 2.10.1 *NTHi* strain and culture

*Non-Typeable Haemophilus influenzae* (*NTHi*) was used throughout infection experiments. The *NTHi* used was the genome sequenced clinical isolate NTHi375, kindly donated by Derek Hood from MRC, Harwell (Oxford, United Kingdom). *NTHi* was stored at -80 °C in cryovials in a 50% solution of glycerol. To recover *NTHi*, an inoculation loop was used to streak the semi-frozen stock onto chocolate agar. The plate was then incubated at 37°C overnight. After this incubation, a single colony was taken from the agar and suspended in BHI supplemented with heparin and NADH at 37°C overnight. The following morning, 500µL of the bacteria-containing broth was diluted in 20mL fresh BHI and incubated again at 37°C for 3.5hrs to ensure bacteria were in the exponential growth phase when cells were infected.

#### 2.10.2 Macrophage stimulation with *NTHi*

PMA-differentiated THP-1 macrophages were stimulated with COPD or healthy EVs (5 µg/well) 30 minutes prior to infection. Cells were incubated with *NTHi* (MOI 10) at 37°C, 5% CO_2_ for 2 hrs, after which cells were lysed using 0.1% Triton X. Cell lysates were plated onto chocolate agar and incubated overnight at 37°C. After 24 hrs, surviving colonies were counted and CFUs calculated. For ELISA analysis, the supernatants of the remaining cells that had not been lysed were removed and replaced with 100 mg/mL RPMI supplemented with gentamycin for 1 hr. After 1 hr, the media was replaced with RPMI supplemented with 25 mg/mL gentamycin and left for 22 hrs. After this time, plates were centrifuged at 500 g for 5 mins at RT°, supernatants were collected and used for cytokine analysis.

### 2.11 Statistical analysis

Data was primarily handled within Microsoft Excel. All analyses of data were done in GraphPad Prism Version 10.4.1 (GraphPad Software Inc, San Diego, CA) and are reported as mean ± SEM. Data were tested for normality by the Shapiro-Wilk test to determine whether parametric or non-parametric tests were to be used for statistical analysis. Data were considered significant if *p* < 0.05. Statistical significance was indicated as follows: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001. Any data that did not reach statistical significance was labelled ns (not significant).

## 3 Results

### 3.1 Characterization of healthy and COPD epithelial EVs

Healthy epithelial EVs (HepEVs) and COPD epithelial EVs (CepEVs) were isolated from the basal aspect of PBEC ALI cultures (**Figure 1A**) and analyzed by NTA (**Figure 1B**). HepEVs and CepEVs did not significantly differ in either size or concentration (**Figure 1C**). Since NTA provides information on size and concentration of particles in suspension, but cannot conclusively confirm these particles are indeed EVs, we further validated the presence of EVs by TEM. The darker outer membrane and ‘cup-shaped’ morphology of EVs was evident by TEM (**Figure 1D**).

**Figure 1:**
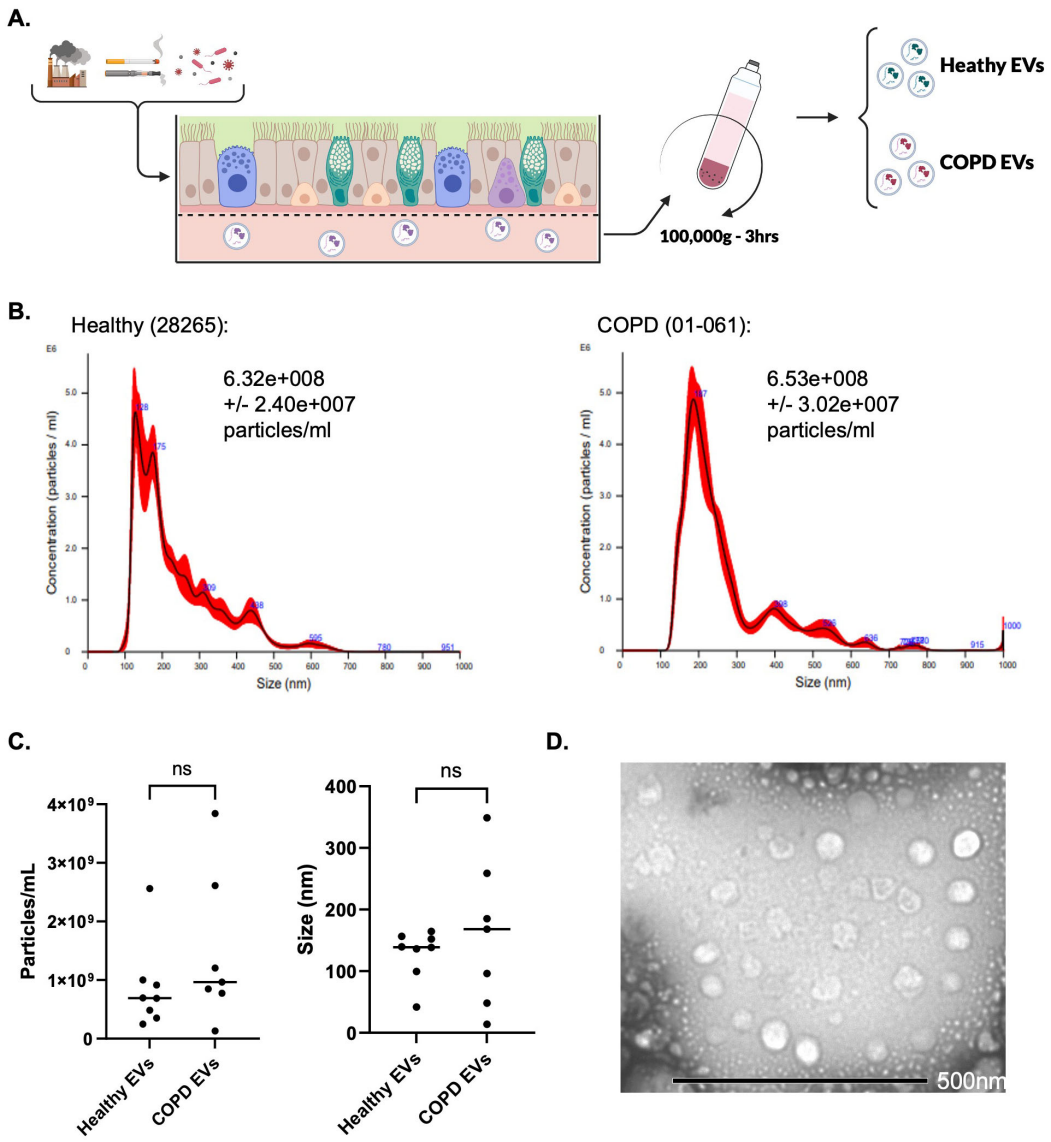
Isolation and characterization of epithelial extracellular vesicles. **(A)** Schematic of ALI cell culture and subsequent isolation of basal chamber EVs by ultracentrifugation. **(B)** Examples of the size and concentration distribution of epithelial cell-derived EVs isolated from the basal chamber of healthy and COPD donor cells in ALI. Histograms were generated from five 60s videos/sample. **(C)** Mode size (nm) of particles in isolation for each donor, and average concentration in particles/mL in isolation for each donor (n=8 healthy donors, n=7 COPD donors). Data were analyzed by Mann-Whitney test. Statistical significance was indicated as follows: P values > 0.05 were indicated using ns (not significant). **(D)** Representative TEM images to show spherical morphology of epithelial cell-derived EVs. Images are representative of four independent donors at a magnification of x25k. Scale bar – 500nm.

### 3.2 CepEV-stimulation promotes inflammasome gene expression in macrophages

To assess the functional impact of epEV exposure in macrophages, THP-1 cells (**Figure 2A**) and primary monocyte-derived macrophages (MDMs) (**Figure 2B**) were stimulated with healthy and COPD epEVs and assessed for LDH release as a measure of cytotoxicity and IL-1β release as a measure of inflammasome activation. Compared to untreated and HepEV exposure conditions, CepEV exposure increased IL-1β release in both THP-1 and MDMs. This effect was associated with increased LDH release in MDMs, but not THP-1 cells. By contrast, HepEV exposure compared to untreated conditions did not increase IL-1β release, suggesting a CepEV-specific response.

**Figure 2:**
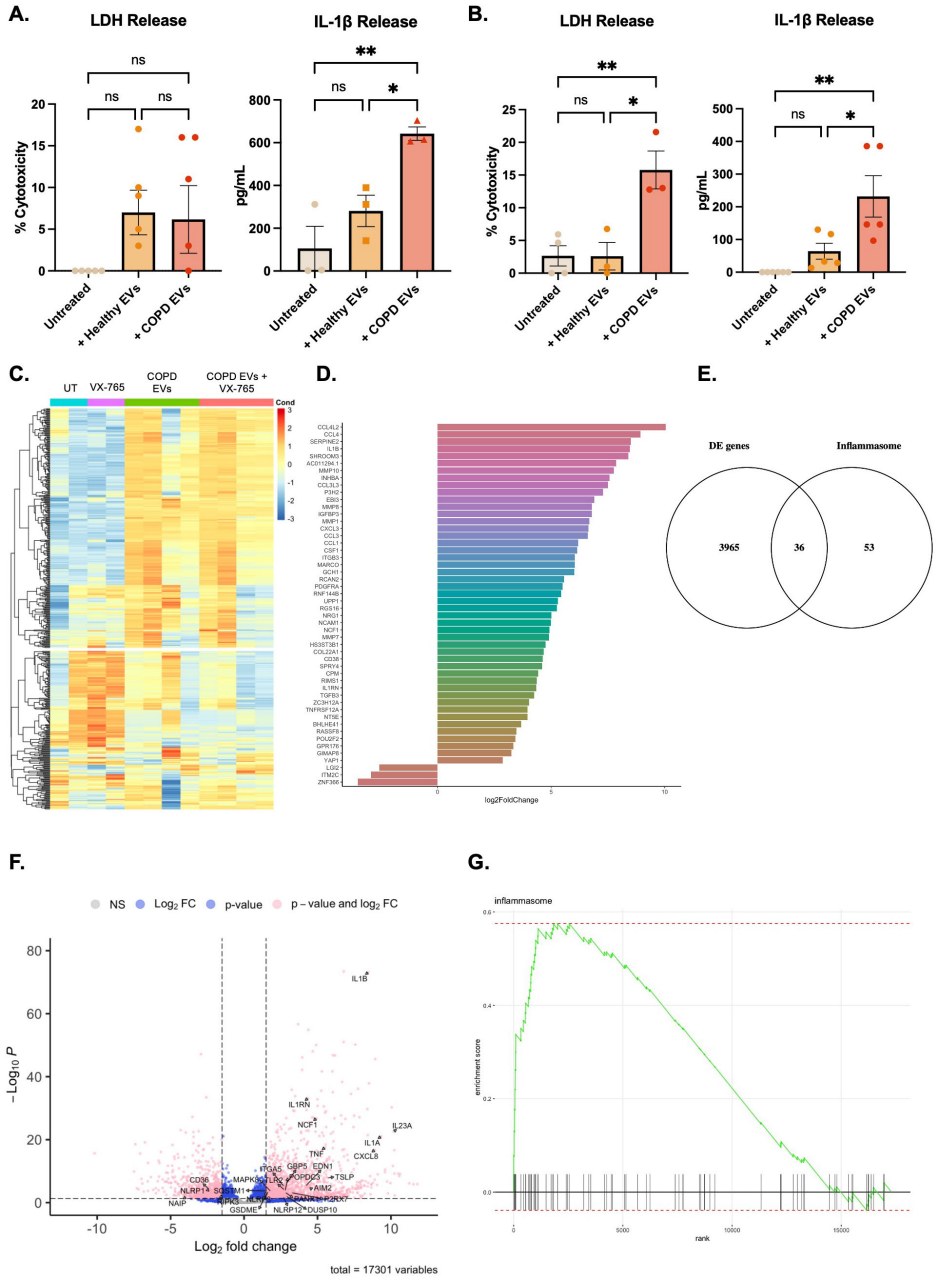
RNA sequencing of CepEV-stimulated THP-1 cells. **(A)** Cell viability in THP-1 cells stimulated with 5µg EVs was determined via LDH release. All LDH release was compared to a 100% lysed control and expressed as percentage cytotoxicity (n=5 technical replicates of five donors). Data were analyzed by Kruskal-Wallis test with Dunn’s multiple comparisons test. The level of IL-1β release in THP-1 cells stimulated with 5µg EVs were quantified by ELISA (n=3 technical replicates of five donors). Data were analyzed by one-way ANOVA with Dunnett’s multiple comparisons test. **(B)** Cell viability in MDMs stimulated with 5µg EVs was determined via LDH release. All LDH release was compared to a 100% lysed control and expressed as percentage cytotoxicity (n=3 technical replicates of three donors). The level of IL-1β release in MDMs stimulated with 5µg EVs were quantified by ELISA (n=3 technical replicates of five donors). Both were analyzed by Kruskal-Wallis test with Dunn’s multiple comparisons test. **(C)** A heatmap showing the top 500 differentially expressed genes with a significant p-value (<0.05) in THP-1 cells under various conditions. Hierarchical clustering was done on rows (proteins), but not in columns (conditions). Color key for conditions are as follows: Blue – Untreated, purple – VX-765, green – COPD EV stimulated, and red – COPD EV stimulated + VX-765. **(D)** A bar graph of the top 50 significantly (<0.05 p value) differentially expressed genes, ordered by log foldchange. Package used to construct the bar graph was ggplot2. **(E)** Venn diagram of the 4001 differentially expressed genes, labelled DE genes, against the Harmonizome 3.0 list of inflammasome associated genes, labelled inflammasome. Venn diagram was constructed using Venny (56). **(F)** Volcano plot of the 17,301 genes identified, 4001 of which were significantly differentially expressed in COPD EV stimulated cells. Dashed lines indicate cutoff values set, 1.3 on the y-axis (corresponding to a p-value of <0.05), and 1 on the x-axis (corresponding to a fold change of >2). Package used to construct the volcano plot was Enhancedvolcano version 1.14.0 (57). **(G)** GSEA enrichment plot for inflammasome signature, comparing untreated THP-1 cells to COPD epithelial cell-derived EV stimulated THP-1 cells. The Harmonizome 3.0 inflammasome gene list was used to conduct GSEA. Statistical significance was indicated as follows: *P < 0.05. Any P values > 0.05 were indicated using ns (not significant).

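THP-1 is a human monocytic leukemia line. The cells were turned into macrophage-like cells with 100 nM PMA for 72 h, rested for 24 h, and kept for 48 h with or without 5 µg EVs per well in medium with 1% serum. Total RNA depleted of ribosomal RNA was sequenced, and the values used are raw HTSeq counts of reads per gene on GRCh38, with the aligner not given in the sources used here. By the sample labels, 2 libraries came from Untreated cells, 2 from cells with VX-765 (20 µM) and no EVs, 4 from cells with HepEVs and 4 from cells with CepEVs. Fig. 2C shows columns for COPD EVs and for COPD EVs with VX-765, and none for healthy EVs. The groups used here follow the labels, and the EV libraries are therefore written as labelled HepEV and labelled CepEV.

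The 12 libraries held 11151353 to 20604203 counts. Transcripts of the mitochondrial genome took 71.6% of the counts in Untreated replicate 2, 75.1% in VX-765 replicate 1, 65.7% in VX-765 replicate 2 and 56.9% in HepEV replicate 3, against 2.63% to 13.2% in the other 8 libraries. NEAT1, a long noncoding RNA that stays in the nucleus, made up 0.028% to 0.145% of the remaining counts in these 4 libraries and 0.531% to 1.04% in the other 8. MALAT1, another RNA of the nucleus, did not follow this split, with 1.8% to 2.75% in 3 of the 4 libraries, 0.187% in HepEV replicate 3 and 1.58% to 3.01% in the other 8. The transcripts of cytosolic ribosomal proteins made up 3.77% to 5.19% of the remaining counts in the 4 libraries and 1.31% to 1.79% in the other 8. The widest 95% Wilson interval of these shares reaches 0.0217 percentage points to either side and covers counting error only. Genes with a count numbered 18828 to 20748 in the 4 libraries and 25140 to 27868 in the other 8.

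edgeR's quasi-likelihood F-test was fitted once to all 12 libraries with a mean for each of the 4 groups, after TMM scaling and with the 18161 genes that filterByExpr keeps. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and levels are given as edgeR's CPM on the TMM-scaled library size. The comparisons, the 31 gene lists, the rule for naming genes and most of the alternatives in processing were chosen before the data were examined. Some alternatives were chosen after seeing the data, and they are named as such where the processing is described. The labels do not say whether the libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries.

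**Figure D1:**
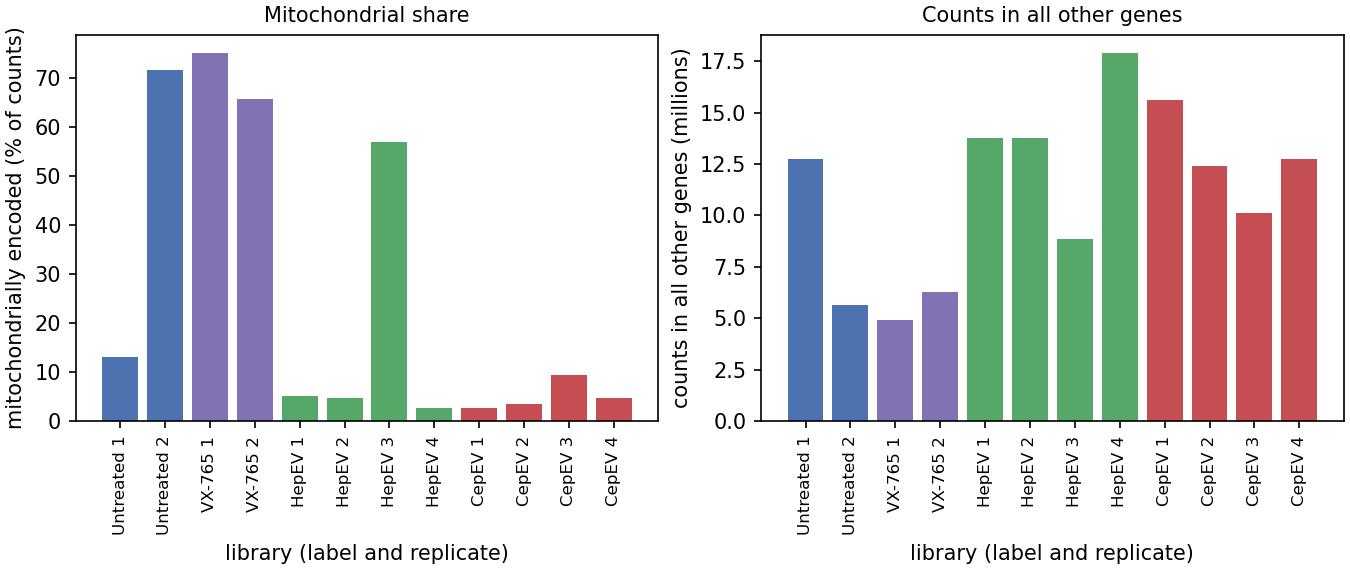
Left, share of mitochondrially encoded transcripts in each library (% of counts). Right, counts in all other genes, with 1 bar per library and colors by label. Untreated replicate 2, both VX-765 libraries and HepEV replicate 3 lie between 56.9% and 75.1%, and the other 8 libraries at or under 13.2%.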

To delve further into the mechanism behind the pro-inflammatory cytokine release and cell death seen with CepEV stimulation, RNA sequencing of PMA-differentiated THP-1 cells stimulated with CepEVs from various donors was performed. As we expected inflammasome activation to play a role due to increased IL-1β release, we included VX-765, a potent caspase inhibitor, as a control. 

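Caspase-1, the target of VX-765, cleaves pro-IL-1β, pro-IL-18 and gasdermin D. Transcripts of this pathway were compared between the VX-765 and Untreated libraries, both without EVs. NLRP3, the gene of the sensor that starts caspase-1 activation (chromosome 1 of GRCh38, 247416156 to 247449108), stood at 101 ± 13.4 CPM (SD, n = 2) with VX-765 and 106 ± 13.1 CPM (SD, n = 2) without. Its log2 fold change was -0.07 (95% confidence interval -0.952 to 0.805, adjusted p = 0.986 from edgeR). IL1B, which encodes pro-IL-1β (chromosome 2, 112829751 to 112836903), had a log2 fold change of -0.83 (95% confidence interval -2.11 to 0.458, adjusted p = 0.809). For CASP1, the gene of caspase-1, the log2 fold change was 0.29 (95% confidence interval -0.777 to 1.36), and for GSDMD, the gene of gasdermin D, it was -0.04 (95% confidence interval -0.712 to 0.633). TNF, a cytokine made without caspase-1, had a log2 fold change of 1.27 (95% confidence interval -0.236 to 2.78, adjusted p = 0.729).

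edgeR called 0 of the 18161 genes, with 1294 at an unadjusted p under 0.05. DESeq2 called 0 genes (1499 at an unadjusted p under 0.05), and limma-voom 0 genes (799). Where every gene with a count was kept, edgeR called 362 genes, of which 5 were higher and 357 lower with VX-765. In simulated data of the same size, 0 of 94 genes changed 2-fold and 12.2% of genes changed 4-fold were called, so a 2-fold change was not detectable with 2 libraries against 2.

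By camera, 6 of the 29 lists with a set test ranked higher with VX-765. These were the cytosolic ribosomal proteins (median log2 fold change 0.72, adjusted p = 5.78e-15), the mitochondrially encoded transcripts (0.89, adjusted p = 0.000129), the NRF2 oxidative stress response (0.36, adjusted p = 0.00352), markers of undifferentiated THP-1 monocytes (0.70, adjusted p = 0.00491), the cell cycle (0.25, adjusted p = 0.00491) and interferon-stimulated genes (0.21, adjusted p = 0.00902). None of the 6 passed with an estimated correlation, where the lowest adjusted p = 0.235. Scaling by library size alone moved the median of all genes from -0.07 to -1.29, and the last 4 of these lists then had medians of -0.67, -0.64, -0.89 and -0.86. Both VX-765 libraries and 1 of the 2 Untreated libraries hold over 50% mitochondrial counts.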

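None of the genes IL1B, NLRP3 and TNF was called between the libraries of the EV labels. IL1B reached 6390 ± 2350 CPM (SD, n = 4) in the libraries labelled CepEV and 7660 ± 1830 CPM (SD, n = 4) in those labelled HepEV. Its log2 fold change was -0.26 (95% confidence interval -1.15 to 0.624, adjusted p = 1 from edgeR). NLRP3 stood at 313 ± 107 CPM (SD, n = 4) and 307 ± 90 CPM (SD, n = 4), a log2 fold change of 0.03 (95% confidence interval -0.591 to 0.647). TNF had a log2 fold change of 0.60 (95% confidence interval -0.319 to 1.51), with 118 ± 63 CPM (SD, n = 4) and 77.9 ± 35.7 CPM (SD, n = 4). It was higher with CepEVs than with HepEVs at each of the 4 replicate numbers, and was not called with the replicate number as a block (adjusted p = 0.88) or with that block and without the 4 libraries with over 50% mitochondrial counts (0.143, log2 fold change 0.43), in a range of 0.143 to 1 over all alternatives. PYCARD, the gene of the adaptor ASC that joins NLRP3 to caspase-1, stood at 8.84 ± 3.49 CPM (SD, n = 4) and 16.1 ± 13 CPM (SD, n = 4), a log2 fold change of -0.86 (95% confidence interval -1.97 to 0.251). Its level was 34.3 CPM in HepEV replicate 3 and 6.46 to 16.8 CPM in the other HepEV libraries. IL6, another cytokine of the acute response, had a log2 fold change of 0.08 (95% confidence interval -0.505 to 0.662). IFI44L, an interferon-stimulated gene, was higher in every library labelled CepEV than in every library labelled HepEV, with a log2 fold change of 0.74 (95% confidence interval 0.203 to 1.29), and was not called (adjusted p = 1).

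Of the 18161 genes, edgeR called 0 between the 4 libraries labelled CepEV and the 4 labelled HepEV, with 83 at an unadjusted p under 0.05. DESeq2 called 0 (108 at an unadjusted p under 0.05), limma-voom 0 (102), and edgeR with the replicate number as a block 0 (143). Where every gene with a count was kept, 43 of 37166 genes were called, all lower in the libraries labelled CepEV. In simulated data of this size, 5.43% of genes changed 2-fold and 45.8% of genes changed 4-fold were called. An alternative chosen after seeing the data left out the 4 libraries with over 50% mitochondrial counts and took the replicate number as a block, and called 8 genes, which are named here after their values were seen. In that fit CepEV replicate 3 had no HepEV library of its number, so the comparison rested on replicate numbers 1, 2 and 4. The labels do not say whether libraries of a number belong together. Higher with CepEVs were LIF (log2 fold change 0.50) and CSF2 (0.58), both cytokine genes, and IFI44L (0.53). Lower were the mitochondrial ribosomal RNAs MT-RNR2 (-1.44) and MT-RNR1 (-1.28), the noncoding RNA RMRP (-0.49), GNLY (-0.55) and the chemokine gene CCL22 (-0.44).

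Mitochondrially encoded transcripts and cytosolic ribosomal proteins were the only lists of the 29 past the threshold by camera. The former had a median log2 fold change of -2.84 (adjusted p = 7.31e-06, and adjusted p = 0.936 with an estimated correlation) and the latter -0.59 (adjusted p = 7.43e-14, and adjusted p = 0.936 with an estimated correlation). With a term for the 4 libraries with over 50% mitochondrial counts, 1 of which is HepEV replicate 3, these medians were 0.14 and -0.19. With that term, which was chosen after seeing the data, the interferon-stimulated genes ranked higher with CepEVs (median log2 fold change 0.22 in place of 0.05, adjusted p = 3.02e-08, and adjusted p = 0.633 with an estimated correlation).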

Analysis of RNA sequencing data uncovered 4,001 differentially expressed genes (DEGs) in THP-1 cells stimulated with CepEVs when compared to HepEVs. 

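NF-kB target genes were mostly higher in the 8 libraries with EVs than in the 4 without, and markers of undifferentiated THP-1 monocytes mostly lower, a contrast that does not depend on which EV library carries which label. STC1, which encodes the hormone stanniocalcin 1, stood at 288 ± 242 CPM (SD, n = 8) with EVs and 0.208 ± 0.265 CPM (SD, n = 4) without (adjusted p = 2e-04 from edgeR). It had 0 counts in both VX-765 libraries, so no fold change is given for it. TNFAIP6, whose product binds hyaluronan at sites of inflammation, was higher by a ratio of 2140 (95% counting interval 592 to 17700, adjusted p = 3.27e-06). CSF2, which encodes the growth factor GM-CSF, was at least 857-fold higher and CCR7, which encodes the receptor that leads cells to lymph nodes, at least 575-fold higher, both with 0 counts in all libraries without EVs and a limit of 3 counts over the group. Without Untreated replicate 1 these limits were 444 and 298. FPR1, the gene of a receptor for bacterial formyl peptides, fell by 6.48 on the log2 scale (adjusted p = 6.14e-06), from 22.3 ± 5.77 CPM (SD, n = 4) to 0.253 ± 0.249 CPM (SD, n = 8). PDK4, which holds back the use of pyruvate in mitochondria, fell by 7.40 on the log2 scale (adjusted p = 1.25e-06). AZU1, a granule protein gene of monocyte precursors, fell by 1.96 (adjusted p = 6.48e-06).

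edgeR called 6708 genes, 3940 higher and 2768 lower with EVs, with 8677 at an unadjusted p under 0.05. In 21.6% of all genes tested the libraries of the groups did not overlap, which chance gives in 0.404% of genes for 8 libraries against 4. Scaling by library size alone moved the median of all genes from 0.15 to 1.00 and called 6358 genes, of which 93.8% were higher in place of 58.7%. The count was 4380 without VX-765 replicate 1. In an alternative chosen after seeing the data, it was 3870 with a term for the 4 libraries with over 50% mitochondrial counts. A fit without those 4 leaves 1 library without EVs, and a fit to those 4 alone has 1 with EVs. Such an arm has no spread of its own, so no count is given for these fits.

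Of 40 NF-kB target genes, 37 were higher and 0 lower (38 and 0 when adjusted over the list alone). Of 35 interferon-stimulated genes, 17 were higher and 0 lower (17 and 0 when adjusted over the list alone). Of 29 genes of glycolysis and hypoxia, 15 were higher and 0 lower (19 and 0 when adjusted over the list alone), among them VEGFA (log2 fold change 3.70) and the hexokinase gene HK2 (5.43), and 5 were higher with a term for the 4 libraries with over 50% mitochondrial counts. HK2 stood at 1560 to 2590 CPM in replicates 1 and 2 of both EV labels and at 234 to 328 CPM in replicates 3 and 4. Markers of undifferentiated THP-1 monocytes were lower for 9 of 10 and higher for 0 (9 and 0 when adjusted over the list alone). Of 35 cytosolic ribosomal protein genes, 17 were lower and 0 higher (27 and 0 when adjusted over the list alone). Of 15 mitochondrially encoded transcripts, 13 were lower and 0 higher (13 and 0 when adjusted over the list alone). With that term, 0 genes of these last 2 lists were called, and with library size alone the ribosomal median moved from -0.97 to 0.06. Without Untreated replicate 2, which is 1 of the 4, RPL7A (adjusted p = 0.141) and MT-ND4L (adjusted p = 0.144) were not called.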

A heatmap was first constructed of the top 500 differentially expressed genes in this data set (**Figure 2C**). 

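Most of the chemokine, matrix protease and tissue repair genes tested were higher in the libraries labelled CepEV than in the Untreated libraries. Most markers of alternatively activated macrophages were lower. CCL1, a chemokine that draws T cells and monocytes, stood at 119 ± 32 CPM (SD, n = 4) with CepEVs and 1.57 ± 0.284 CPM (SD, n = 2) in Untreated cells (log2 fold change 6.27, adjusted p = 3.18e-05 from edgeR). CXCL13 and CXCL5, which draw B cells and neutrophils, were higher by ratios of 379 (95% counting interval 67.9 to 15000) and 112 (95% counting interval 30.7 to 924). MMP8, a neutrophil-type collagenase, rose from 16.2 ± 7.18 CPM (SD, n = 2) to 1360 ± 303 CPM (SD, n = 4), MMP1 from 7.97 ± 1.39 CPM (SD, n = 2) to 753 ± 199 CPM (SD, n = 4). ZC3H12A, an RNase that degrades cytokine mRNAs, had a log2 fold change of 4.06 (adjusted p = 5.68e-05). TNFRSF12A, the receptor of the cytokine TWEAK, had a log2 fold change of 3.98 (adjusted p = 2.19e-05), and IGFBP3, which binds insulin-like growth factors, rose from 8.83 ± 0.622 CPM (SD, n = 2) to 962 ± 248 CPM (SD, n = 4). C1QA, a complement gene of resident macrophages, had a log2 fold change of -4.88 (adjusted p = 7.97e-05), and MRC1, the gene of the mannose receptor, one of -4.60 (adjusted p = 0.000154).

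Of 24 chemokine genes tested, 19 were higher and 0 lower (19 and 1 when adjusted over the list alone). Their median log2 fold change was 5.51, or 5.05 with genes absent from Untreated cells at their bound (camera, adjusted p = 7.25e-19). Of 40 NF-kB targets, 29 were higher and 0 lower (34 and 0 when adjusted over the list alone), with a median of 3.74, or 3.33 at the bound (adjusted p = 3.64e-21, and adjusted p = 0.0803 with an estimated correlation). Of 24 matrix protease and inhibitor genes, 14 were higher and 2 lower (17 and 2 when adjusted over the list alone), with a median of 2.12 (adjusted p = 5.71e-10, and adjusted p = 0.256 with an estimated correlation). The lower 2 were TIMP2 (log2 fold change -1.05) and MMP2 (-1.41), named after their values were seen. Of 24 growth factor and receptor genes of tissue repair, 17 were higher and 1, THBS1, lower (20 and 1 when adjusted over the list alone), with a median of 4.09 (adjusted p = 1.71e-16). Of 23 markers of alternative activation, 13 were lower and 2, TGM2 and FN1, higher (13 and 2 when adjusted over the list alone), with a median of -2.29 (adjusted p = 5.69e-07, and adjusted p = 0.0518 with an estimated correlation). Chemokines and tissue repair genes passed with an estimated correlation as well (both adjusted p = 0.0478). With the replicate block and an estimated correlation, the NF-kB targets alone passed (adjusted p = 0.00291).

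In all, edgeR called 2363 genes, 1360 higher and 1003 lower with CepEVs, with 5158 at an unadjusted p under 0.05. Without Untreated replicate 1 the count was 1134, without Untreated replicate 2 it was 933, and without CepEV replicate 1 it was 1516. Of the 143 genes named for this comparison 113 were called, and 33 of them lost the call without Untreated replicate 1 and 42 without Untreated replicate 2. CCL1, CXCL13, CXCL5, MMP8, MMP1, ZC3H12A, TNFRSF12A, IGFBP3, C1QA and MRC1 kept it in both cases. With the replicate number as a block the count was 6296. Replicate numbers 3 and 4 hold no library without EVs, so their libraries enter that comparison only through CepEV against HepEV. The labels do not say whether libraries of a number belong together. Scaling by library size alone moved the median of all genes from 0.00 to 0.40 and gave 737 genes, of which 86.4% were higher in place of 57.6%. The 2363 genes kept their direction in each alternative that tested them.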

Hierarchical clustering was performed on the genes which highlights up- and down-regulated transcripts in CepEV-stimulated cells, after which the list of DEGs was narrowed down to the top 50, and ordered by log fold-change (**Figure 2D**). The majority (47) of the top 50 DEGs was upregulated by CepEV stimulation, with only 3 being downregulated. 

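The 50 genes with the smallest p in CepEV against Untreated held ITM2C, which encodes a membrane protein of late endosomes, ITGB3, an integrin subunit, and TNFRSF12A. ITM2C stood at 22.5 ± 0.784 CPM (SD, n = 4) in the libraries labelled CepEV and 191 ± 40 CPM (SD, n = 2) in Untreated cells (log2 fold change -3.08). LGI2, a secreted protein gene, and ZNF366, a zinc finger gene of dendritic cells, were lower too, with log2 fold changes of -2.895 (adjusted p = 2.19e-05 from edgeR) and -2.96. INHBA, which encodes a subunit of activin, rose from 1.22 ± 0.306 CPM (SD, n = 2) to 222 ± 59.1 CPM (SD, n = 4). SERPINE2, MMP10, CCL4L2 and CCL3L3 are genes of Fig. 2D that were called and are not among these 50. SERPINE2, an inhibitor of plasminogen activators, rose from 2.46 to 1070 ± 500 CPM (SD, n = 4), a log2 fold change of 8.75. MMP10, a stromelysin, rose from 0.733 ± 0.525 CPM (SD, n = 2) to 124 ± 31.7 CPM (SD, n = 4). CCL4L2 and CCL4, with log2 fold changes of 10.21 and 8.98, are near-identical copies that share reads, as do CCL3L3 (7.39) and CCL3, so the part of each copy is uncertain.

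Of the 50 genes with the smallest p, 40 were higher and 10 lower with CepEVs, and 31 are among the genes of Fig. 2D. All 50 were called. Without Untreated replicate 1, 26 of the 50 smallest p belonged to higher genes, and over all leave-one-out fits the number ran from 26 to 47. Of the 49 genes read from Fig. 2D, 46 were higher and 3 lower (46 and 3 when adjusted over the list alone); the study chose these genes on the same libraries, so this is not independent evidence. In CepEV against HepEV, 27 of the 50 genes with the smallest p were higher and 23 lower, 0 of them were called, and 1 is in Fig. 2D.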

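Sensors, regulators and cytokines of the inflammasome were taken from 4 lists written by hand, since the Harmonizome list was not used here. Among the sensors, NLRP3 rose from 106 to 313 CPM with CepEVs, with a log2 fold change of 1.56 (standard error 0.376, adjusted p = 0.0173 from edgeR). AIM2, a sensor of cytosolic DNA (chromosome 1, 159062484 to 159147096), rose from 0.216 ± 0.149 CPM (SD, n = 2) to 4.16 ± 2.24 CPM (SD, n = 4), with a log2 fold change of 4.05 (standard error 1.06, adjusted p = 0.025). NLRP1, a sensor of proteolysis and viral RNA, had a log2 fold change of -1.65 (standard error 0.492, adjusted p = 0.0453). GSDME, the gene of a pore former cleaved by caspase-3 (chromosome 7, 24698351 to 24758113), rose from 13.3 ± 1.2 CPM (SD, n = 2) to 41.3 ± 12.7 CPM (SD, n = 4). PYCARD (log2 fold change -1.44, adjusted p = 0.137), CASP1 (0.32, adjusted p = 0.673), GSDMD (-0.81, adjusted p = 0.0627) and IL18 (-1.42, adjusted p = 0.0635) were not called by edgeR. With the replicate block, PYCARD (adjusted p = 0.00309), GSDMD (0.0132) and IL18 (0.0116) were called lower. PYCARD stood at 33.4 to 35.8 CPM in the 4 libraries with over 50% mitochondrial counts, HepEV replicate 3 among them. In the others it stood at 5.79 to 16.8 CPM, with 14.3 CPM in Untreated replicate 1. Its call was therefore not separated from RNA composition.

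The calls of the sensors were lost without either Untreated library. Each such fit leaves 1 library in that group, so lower power may account for the loss. NLRP3 stood at 116 and 97.1 CPM in Untreated replicates 1 and 2, and at 213 to 432 CPM in the libraries with EVs. The adjusted p of NLRP3 was 0.0818 without Untreated replicate 1, 0.149 without Untreated replicate 2 and 0.138 with library size alone, in a range of 9.91e-05 to 0.149 over all alternatives. AIM2 was at 0.109 without Untreated replicate 1 and 0.17 without Untreated replicate 2 (range 0.000229 to 0.17). NLRP1 lost its call without either Untreated library (0.234 and 0.117), without CepEV replicate 1 (0.119), CepEV replicate 2 (0.109) or CepEV replicate 4 (0.0609), without VX-765 replicate 1 (0.0599) or 2 (0.0608) and without HepEV replicate 1 (0.0529) or 2 (0.0558), in a range of 0.00358 to 0.496. GSDME was at 0.0633 and 0.096 without Untreated replicates 1 and 2 (range 8.49e-05 to 0.101). IL1B, IL1RN and IL1A stayed called in each alternative, with adjusted p of at most 0.00178, 0.00276 and 0.00251.

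The IL-1 family had more calls than each of the other 3 lists. Of 13 genes tested, 9 were higher and 1 lower (9 and 2 when adjusted over the list alone). Their median log2 fold change was 4.30, or 3.63 with genes absent from Untreated cells at their bound (camera, adjusted p = 5.69e-07, and adjusted p = 0.0518 with an estimated correlation). IL1B rose from 21.8 ± 14.2 CPM (SD, n = 2), with a log2 fold change of 8.20 (standard error 0.775, adjusted p = 6.33e-05). IL1RN, the gene of the receptor antagonist (chromosome 2, 113107214 to 113134016), rose from 41.4 ± 13 CPM (SD, n = 2) to 811 ± 248 CPM (SD, n = 4), a log2 fold change of 4.30. IL1A was higher by a ratio of 535 (95% counting interval 183 to 2590), and IL1R2, the decoy receptor, had a log2 fold change of 3.63. IL18BP, which binds and blocks IL-18, was the lower gene (log2 fold change -1.42), named after its values were seen. Of 10 sensors 2 were higher and 1 lower (2 and 1 when adjusted over the list alone), with a median of 0.28 (adjusted p = 0.838). Of 9 adaptor, caspase and pore former genes 1 was higher and 0 lower (2 and 1 when adjusted over the list alone), with a median of 0.28 (adjusted p = 0.742). Of 18 regulators 7 were higher and 0 lower (7 and 1 when adjusted over the list alone), with a median of 0.15 (adjusted p = 0.208).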

When compared against the Harmonizome 3.0 list of inflammasome-associated genes (58, 59), we found there was overlap with 36 genes in our list of DEGs (**Figure 2E**). 

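The rule for large changes named CSF2, CCR7, C1QTNF1, CSF3 and HCN4 among the higher genes, and DUSP27, PDK4, MAMDC2, TMEM37 and TRDN among the lower ones. CSF2 (chromosome 5, 132073790 to 132076170) was at least 645-fold higher, CCR7 at least 357-fold, C1QTNF1, a secreted relative of complement C1q, at least 340-fold, CSF3, which encodes the growth factor G-CSF, at least 218-fold, and HCN4, an ion channel gene, at least 175-fold. All 5 had 0 counts in both Untreated libraries, and each limit is 3 counts over the group, so they are not ranked against genes with a ratio or a fitted fold change. The limits were 172, 95, 90.5, 58.1 and 46.6 without Untreated replicate 1, and that of CCR7 was 237 without CepEV replicate 2. CSF2 stood at 111 and 97.9 CPM in CepEV replicates 1 and 2 and at 6.08 and 13.1 CPM in replicates 3 and 4, and CCR7 at 50.4 and 63.1 CPM against 5.79 and 6.62 CPM. CSF3 kept its call in each alternative (adjusted p at most 0.0286 by edgeR or DESeq2). The other 4 lost it without Untreated replicate 1 (adjusted p of 0.124, 0.131, 0.103 and 0.0993 in the order CSF2, CCR7, C1QTNF1 and HCN4) and without Untreated replicate 2 (0.113, 0.117, 0.0859 and 0.0781), with lows over all alternatives of 4.84e-07, 2.12e-06, 6.97e-07 and 2.04e-07.

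DUSP27, a phosphatase-like gene of muscle, was lower by a ratio of 789 (95% counting interval 141 to 31300, adjusted p = 8.55e-05 from edgeR). PDK4 stood at 0.0473 ± 0.0678 CPM (SD, n = 4) with CepEVs and 10.9 ± 0.855 CPM (SD, n = 2) in Untreated cells, a log2 fold change of -7.53 (adjusted p = 6.48e-05). MAMDC2, a proteoglycan gene, had a log2 fold change of -5.95 (adjusted p = 6.94e-05), TMEM37, which encodes a calcium channel subunit, -5.70 (adjusted p = 0.00142), and TRDN, which encodes triadin of the calcium store, -5.68 (adjusted p = 0.0035). Of all 18161 genes tested, called or not, 43.4% had no overlap between the 4 libraries labelled CepEV and the 2 Untreated libraries, which chance gives in 13.3% of genes. The smallest absolute log2 fold change among the called genes was 0.618. In simulated data of this size, 1.08% of genes changed 2-fold and 20.2% of genes changed 4-fold were called.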

Next, a volcano plot was constructed (**Figure 2F**) for all 17,301 genes detected in our analysis. 

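Interferon-stimulated genes were called on both sides of a log2 fold change of 1.5. IFI44L had a log2 fold change of 2.47 (adjusted p = 0.000773 from edgeR) between the libraries labelled CepEV and the Untreated libraries, and IFI6, a mitochondrial protein that holds back apoptosis, one of 1.85 (adjusted p = 0.000878). IFIH1, the gene of the RNA sensor MDA5, had a log2 fold change of 1.21 (adjusted p = 0.00259). With library size alone, IFI44L (adjusted p = 0.0514) and IFIH1 (adjusted p = 0.12) were not called, in ranges over the alternatives of 2.62e-10 to 0.0514 and 9.5e-09 to 0.12, while IFI6 was. Of 35 interferon-stimulated genes tested, 8 were higher and 0 lower (13 and 0 when adjusted over the list alone), with a median of 0.74 (camera, adjusted p = 5.02e-05, and adjusted p = 0.281 with an estimated correlation). Of the 2363 called genes, 2153 had an absolute log2 fold change above 1, and 1679 above 1.5, of which 1051 were higher and 628 lower.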

Data points in blue cross one threshold (p value or log fold-change), while those in pink are genes that cross both thresholds and therefore are significantly differentially expressed. Any inflammasome genes from the Harmonizome that met both parameters are labelled. 

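Cytokine genes carried the largest changes among the 26 genes labelled in Fig. 2F. IL23A, which encodes a subunit of IL-23, rose from 0.397 ± 0.22 CPM (SD, n = 2) in Untreated cells to 411 ± 323 CPM (SD, n = 4) in the libraries labelled CepEV (log2 fold change 10.17, adjusted p = 0.0011 from edgeR). CXCL8, which draws neutrophils, rose from 10.2 ± 13.2 CPM (SD, n = 2) to 4250 ± 2880 CPM (SD, n = 4) (log2 fold change 8.73, adjusted p = 0.00466). TNF rose from 1.75 ± 0.654 CPM (SD, n = 2), with a log2 fold change of 6.12 (adjusted p = 0.000282). IL6, which is not labelled in Fig. 2F (chromosome 7, 22725884 to 22732002), was higher by a ratio of 1270 (95% counting interval 228 to 50300, adjusted p = 2.52e-05). NCF1, a subunit gene of the NADPH oxidase, had a log2 fold change of 4.76, with an uncertain part for its near-identical copies. TLR2, the receptor of bacterial lipoproteins, had a log2 fold change of 2.89 (adjusted p = 0.0135), and its adjusted p was 0.0522 without Untreated replicate 1 and 0.144 without Untreated replicate 2 (range 2.85e-05 to 0.144). CD36, a scavenger receptor, had a log2 fold change of -2.30 (adjusted p = 0.00819), and an adjusted p of 0.052 without Untreated replicate 2 (range 7.98e-05 to 0.194).

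Of the 26 genes, 19 were higher, 2 lower and 5 not called (22 and 4 when adjusted over the list alone); the study labelled these genes from the same libraries, so this is not independent evidence. Not called were POPDC3 (log2 fold change 2.23, adjusted p = 0.052 by edgeR), DUSP10 (2.84, adjusted p = 0.102), RIPK3 (-1.26, adjusted p = 0.105), NLRP12 (2.72, adjusted p = 0.105) and NAIP (-2.56, adjusted p = 0.121). Of 17 genes of Toll-like receptor signalling, 3 were higher and 0 lower (4 and 1 when adjusted over the list alone), with a median of -0.01, a mean of 0.53 and a camera test in the upward direction (adjusted p = 0.498). The median was 0.57 with library size alone. IRAK2, a kinase of that pathway, had a log2 fold change of 6.78 (adjusted p = 0.00215). The paper states that inflammasome-associated genes were differentially expressed after stimulation with CepEVs, and goes on from there to a test of the whole gene set.

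**Figure D2:**
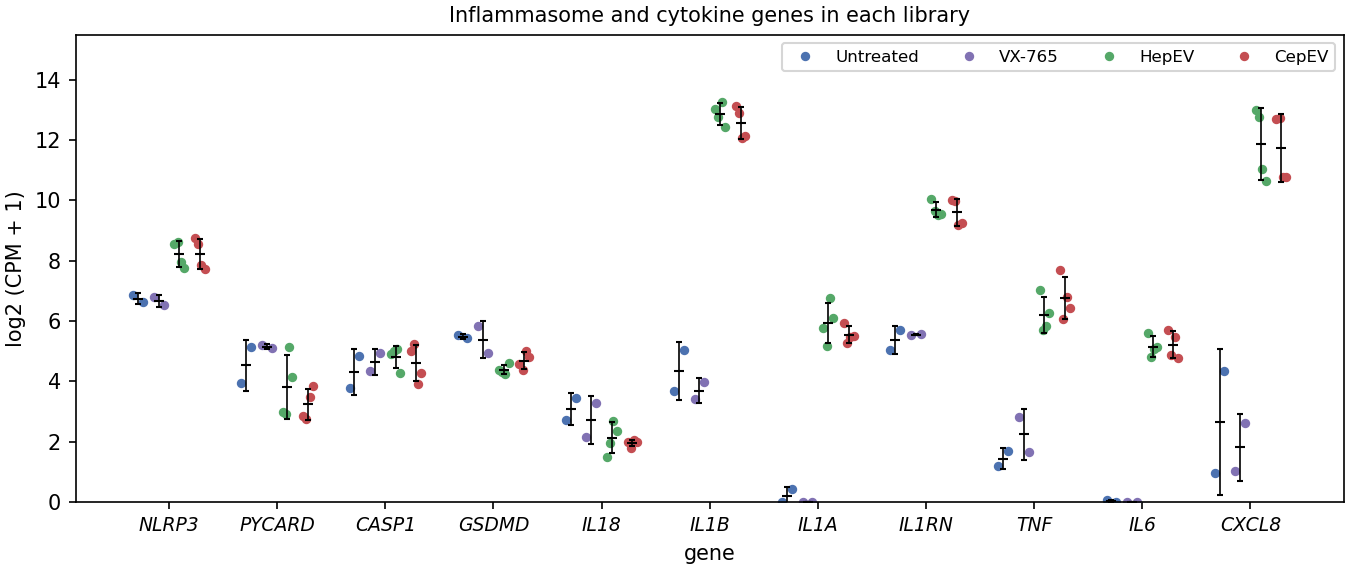
Level of 11 inflammasome and cytokine genes in each of the 12 libraries, as log2 of CPM plus 1. Points are libraries, and black bars give the mean and SD of each label (n = 2, 2, 4 and 4). NLRP3, IL1B, IL1A, IL1RN, TNF, IL6 and CXCL8 lie higher with EVs of either label, and CASP1 overlaps between the labels.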

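The inflammasome lists joined to 58 genes, of which 50 were tested, were led by IL-1 family cytokines and their antagonists. In CepEV against Untreated, 19 of the 50 genes were higher, 2 lower (NLRP1 and IL18BP) and 29 not called (21 and 6 when adjusted over the list alone), with a median log2 fold change of 0.41. By camera the list ranked higher with CepEVs (p = 0.000614, and p = 0.0407 with an estimated correlation). Preranked enrichment by fgsea, a permutation test over genes, gave an enrichment score of 0.622, a normalized score of 2.15 and p = 1.16e-06, and fry of limma, which tests the list against no change and not against other genes, gave p = 1.7e-05. The camera p ran from 3.81e-06 without Untreated replicate 2 to 0.0204 without Untreated replicate 1, and was 0.00559 with the replicate block. Without the IL-1 family, the other 37 sensors, pore formers and regulators had a median of 0.20 and did not pass (camera, p = 0.185, and p = 0.288 with an estimated correlation).

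In CepEV against HepEV, 0 of the 50 genes were called (0 when adjusted over the list alone), with a median log2 fold change of -0.06, or 0.20 with library size alone. By camera the list did not pass (p = 0.0692 in the downward direction, and p = 0.232 with an estimated correlation), nor by fgsea (enrichment score -0.285, normalized score -1.11, p = 0.304) or fry (p = 0.544). With the preset correlation it passed in the downward direction with the replicate block (p = 0.0478), and without Untreated replicate 1 (0.0457) or 2 (0.039), VX-765 replicate 1 (0.0493) or 2 (0.0491), HepEV replicate 4 (0.0402) and CepEV replicate 1 (0.0319) or 2 (0.0371), in a range of 0.0319 to 0.658. The highest p was reached without HepEV replicate 3, the EV library with over 50% mitochondrial counts.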

After highlighting that various inflammasome-associated genes were differentially expressed after CepEV stimulation, a specific gene set enrichment analysis (GSEA) was performed to assess the association with the inflammasome (**Figure 2G**). The list of inflammasome-associated genes was taken from the Harmonizome 3.0 list used for the previous results.

### 3.3 Inflammasome inhibition reduces IL-1β release by CepEV-stimulated macrophages

After showing that there was significant IL-1β release both in THP-1 cells and MDMs after CepEV stimulation, and confirming the up-regulation of various inflammasome genes in THP-1 cells, we sought to confirm inflammasome activation. First, we set out to test the effects of the potent NLRP3 inflammasome inhibitor MCC950, and caspase inhibitor VX-765, on THP-1 cells stimulated with CepEVs. The release of IL-1β in THP-1 cells stimulated with CepEVs was reduced significantly by the addition of either VX-765 or MCC950 (**Figure 3A**). As an independent outcome, another inflammasome-associated cytokine, IL-18, was assessed. Again, VX-765 and MCC950 reduced the levels of IL-18 induced after CepEV stimulation (**Figure 3B**). These findings were confirmed in primary MDMs, in which the release of both IL-1β (**Figure 3C**) and IL-18 (**Figure 3D**) release were decreased by VX-765. However, while NLRP3 inflammasome inhibition using MCC950 significantly reduced IL-1β release, IL-18 release although strongly reduced was not statistically significant.

**Figure 3:**
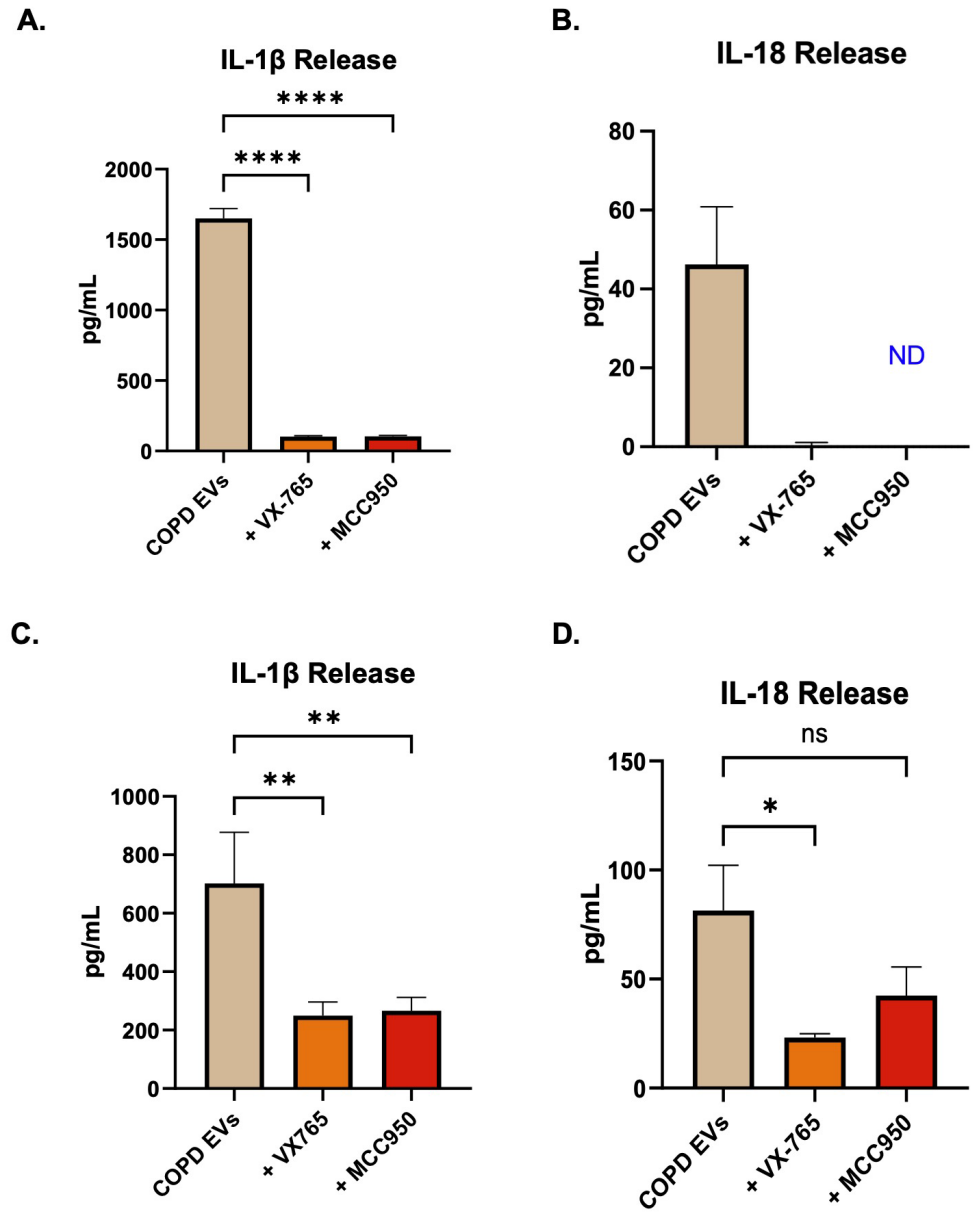
Inflammasome inhibition in CepEV-stimulated macrophages. **(A, B)** The levels of IL-1β and IL-18 release in THP-1 cells stimulated with 5µg EVs +/- inflammasome inhibitors were quantified by ELISA (n=3 technical replicates of three donors for each cytokine). Cells stimulated with EVs and treated with MCC950 were labelled ND for ‘not detectable’ for IL-18 as the values were below the ELISA kit minimum detection threshold. **(C, D)** The level of IL-1β and IL-18 release in MDMs stimulated with 5µg EVs +/- inflammasome inhibitors were quantified by ELISA (n=6). THP-1 data and MDM IL-1β were analyzed by one-way ANOVA with Dunnett’s multiple comparisons test, MDM IL-18 by Kruskal-Wallis test with Dunn’s multiple comparisons test. Statistical significance was indicated as follows: *P < 0.05, **P < 0.01, ****P < 0.0001.

### 3.4 Proteomic analysis of CepEVs highlights absence of antibacterial proteins

EVs have a complex role in infections. It has previously been shown in multiple studies with various bacteria that infection can influence the content of EVs released from infected host cells. These EVs can result in either cell survival or cell death, inflammation and an immune response, or allow the pathogen to survive within the host. Research into the role of EVs and infection has focused on the release of EVs from infected cells, their altered content, and the effect this has on surrounding cells. To date, the potential for EVs derived from uninfected diseased cells to elicit and alter responses to infection has not been determined. Initially, we set out to explore the protein content of CepEVs from COPD donors and compare it to that of HepEVs from age-matched controls to explore mechanisms of disease, including a potential role in enabling bacterial infection. To this end, CepEVs and HepEVs were isolated from epithelial ALI cultures and untargeted label-free quantification was carried out to obtain the relative abundance of proteins in each sample.

After initial quality controls and normalization procedures, 810 proteins were identified in the EV samples. To explore differences between HepEVs and CepEVs, a heatmap was constructed of proteins that were differentially expressed between the two (**Figure 4A**). Although these proteins had been selected as being significantly expressed between conditions, the heatmap did not easily display these changes. We next generated a volcano plot, which allowed us to more easily visualize differentially enriched proteins between the two groups (**Figure 4B**). We split the differentially enriched proteins into two sets, respectively showing proteins identified at significantly higher or lower abundance in CepEVs vs. HepEVs. We performed pathway analysis and plotted the GO terms most associated with each set and observed that the top 10 GO Biological Processes associated with the proteins present at a lower abundance in CepEVs were almost all related to antibacterial mechanisms (**Figure 4C**). The top GO term was ‘Defense Response to Bacterium’; **Figure 4D** shows the differentially enriched proteins associated with this term. The lower abundance proteins identified through this analysis, alongside the corresponding fold changes (FC) are outlined below: Defensin alpha 3 (DEFA3) [-2.028] – a protein identified in neutrophil granules, lysozyme (LYZ) [-3.503] – protein with bacteriolytic function, cathelicidin antimicrobial peptide (CAMP) [-2.659] – an antimicrobial protein involved in immune modulation, Lactotransferrin (LTF) [-2.066] – a multifunctional protein able to sequester iron from bacteria to inhibit growth, and BPI fold containing family B member 1 (BPIFB1) [-6.957] – a protein with the ability to bind to and neutralize LPS.

**Figure 4:**
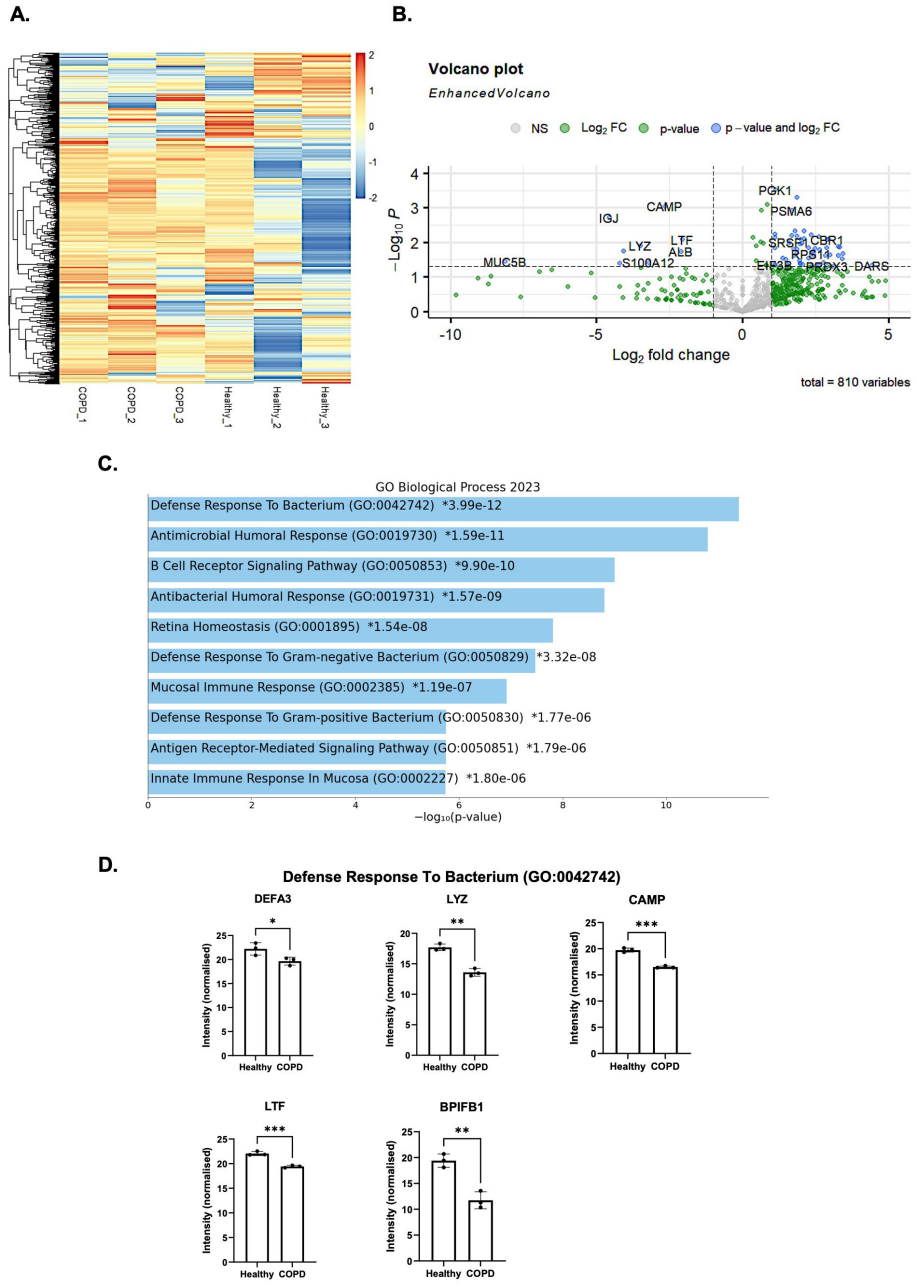
Proteomic analysis of HepEVs and CepEVs. **(A)** A heatmap of proteins differentially expressed with a significant p-value (0.05). Hierarchical clustering was done on rows (proteins), but not in columns (conditions). **(B)** Volcano plot of the proteome of healthy and COPD EVs identified 810 proteins in total. Dashed lines indicate cutoff values set, 1.3 on the y-axis (corresponding to a p-value of <0.05), and 1 on the x-axis (corresponding to a fold change of >2). **(C)** Proteins were compared against the 2023 database of GO Biological Process terms. The significance of these pathways are highlighted by an * **(D)** The proteins plotted are: defensin alpha 3 (DEFA3), lysozyme (LYZ), cathelicidin antimicrobial peptide (CAMP), lactotransferrin (LTF), and BPI fold containing family B member 1 (BPIFB1). Data were analyzed by paired t-test. Statistical significance was indicated as follows: *P < 0.05, **P < 0.01, ***P < 0.001. Any P values > 0.05 were indicated using ns (not significant).

### 3.5 CepEV exposure reduces the ability of macrophages to clear *NTHi* infection

After proteomic analysis of CepEVs showed significantly reduced levels of various proteins involved in antibacterial responses, we moved to assess the functional impact of these EVs during an active bacterial infection. As *NTHi* is the most common cause of infection in COPD patients, we used this bacterium to assess the function of EVs. To assess THP-1 cell susceptibility to infection after pre-incubation with EVs, cells were infected for 2 h, then lysed and intracellular colony-forming units (CFUs) calculated (**Figure 5A**). As shown, pre-incubating THP-1 cells with HepEVs reduced intracellular CFUs significantly, suggesting HepEVs promoted bacterial clearance, while this mechanism was lost when THP-1 cells were incubated with CepEVs. Of note, there was no change in extracellular CFUs in infected cells pre-incubated with HepEVs or CepEVs as compared to infected cells alone. This suggests that HepEVs promote the intracellular killing, rather than internalization, of *NTHi* in THP-1 cells.

**Figure 5:**
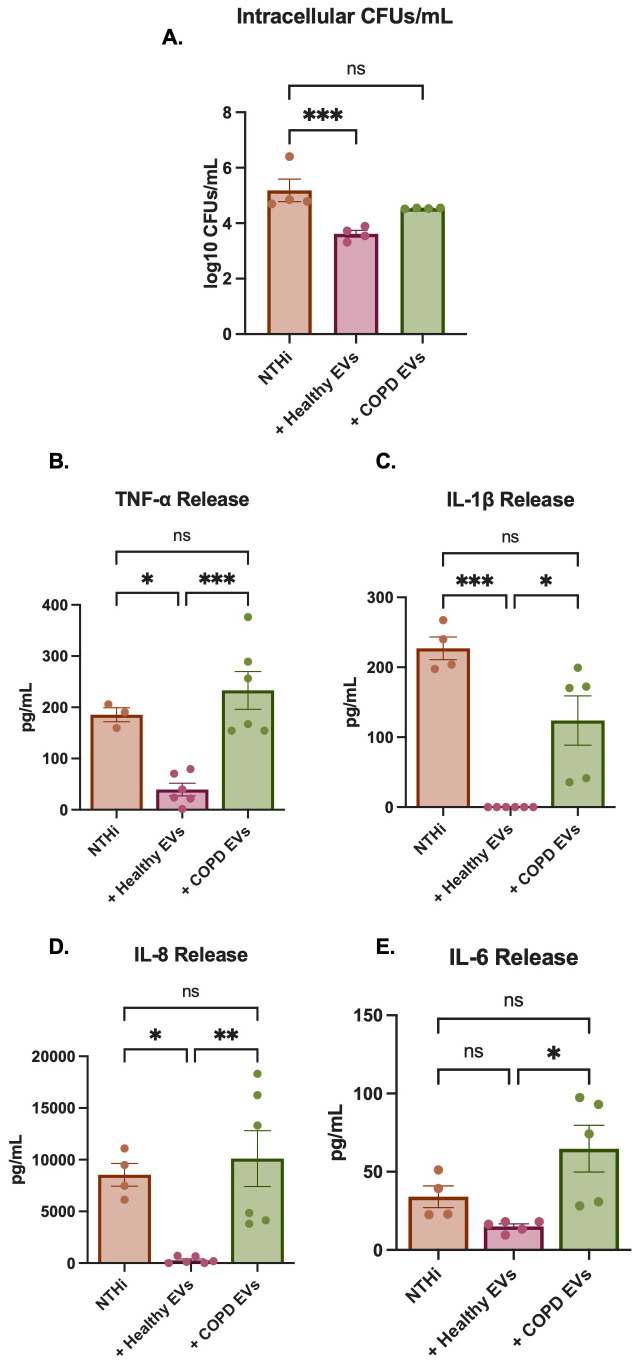
NTHi infection in CepEV-stimulated THP-1 cells. **(A)** THP-1 cells were pre-incubated with 5μg EVs (n=5 for COPD donors, n=4 for healthy donors), then infected with NTHi at MOI10. After 2hrs cells were lysed and plated on chocolate agar overnight at 37°C. The number of colony-forming units (CFUs) were calculated for each plate and expressed as the logarithm of the number of CFUs/mL. Data shown is the result of 3 technical replicates for four EV donors. Data were analyzed by one-way ANOVA with Dunnett’s multiple comparisons test. **(B–E)** The release of TNF-α (n=6 donors), IL-1β (n=5 donors), IL-8 (n=6 donors) and IL-6 (n=5 donors) were quantified by ELISA. Data were analyzed by one-way ANOVA with Dunnett’s multiple comparisons test. Statistical significance was indicated as follows: *P < 0.05, **P < 0.01, ***P < 0.001. Any P values > 0.05 were indicated using ns (not significant).

We next measured the release of inflammatory cytokines in *NTHi*-infected THP-1 cells under HepEV and CepEV exposures. Supernatants were collected 24 hrs after infection and levels of four pro-inflammatory cytokines (TNF-α, IL-1β, IL-8, and IL-6) associated with infection were assessed. As a control, we ensured that the levels of all pro-inflammatory cytokines assessed were significantly increased in *NTHi* infected THP-1 cells compared to uninfected cells (**Supplementary Table 4**). As shown in **Figure 5B–E**, pre-incubation of THP-1 cells with HepEVs significantly reduced TNF-α, IL-1β, and IL-8 release post-*NTHi* infection. Pre-incubation with CepEVs had no significant effect on pro-inflammatory cytokine release compared to *NTHi* infection alone, again suggesting that a key mechanism of host antibacterial defense is defective in macrophages exposed to EVs from COPD epithelium.

## 4 Discussion

### 4.1 Inflammasome priming and activation

RNA sequencing was conducted in this study to uncover the effect that epithelial cell-derived EVs have on macrophages at the transcriptional level. An interesting finding in this study was that CepEV stimulation promoted upregulation of various inflammasome-associated genes, and induced IL-1β release, seemingly both priming and activating the inflammasome without other external stimuli. It is important to note that a significant portion of COPD, and COPD-derived EV studies have focused on the role of miRNAs, which requires a specialized type of sequencing known as small RNA sequencing (60–64). While this is essential for exploring the content of EVs, our goal here was to investigate the effect of the EVs on the cells, so bulk RNA sequencing was used. In conjunction with this, known inflammasome inhibitors were able to resolve the release of IL-1β from CepEV-stimulated macrophages, highlighting the inflammasome as a key feature of the epithelial-macrophage inflammatory cross-talk in COPD.

The coordination of tissue activity in a complex organ like the lung is contingent on cell-to-cell communication between neighboring cells of the same type, and across cell types. While bronchial epithelial cells are a vital first line of defense against inhaled irritants that can initiate COPD pathogenesis, macrophages are also known to play a key role in this process, notably in relation to pro-inflammatory signaling and epithelial remodeling. EVs are key mediators in the crosstalk between cell types (65). Specifically, EVs released from the respiratory epithelium have previously been shown to alter macrophage inflammatory signaling (43). EVs from cigarette smoke extract-treated epithelial cells have been shown to promote macrophage polarization and pyroptosis in a COPD mouse model, both of which are key players in COPD progression (66).

An interesting feature of this study is that the CepEVs were able to seemingly prime and activate the inflammasome without other external stimuli, despite this commonly being a two-step process (67). The ability of EVs to act as priming and activating stimuli has been shown previously, however not in the context of epithelial cells in COPD. Both priming and activation of the inflammasome can occur in response to EVs generated from a methicillin-resistant strain of *Staphylococcus aureus* bacterium (MRSA) (68). In that study, it was shown that lipoproteins on the surface of the bacterial EVs, or outer-membrane vesicles (OMVs) as they are referred to in the context of bacteria, were able to prime the inflammasome through TLR2 signaling. In addition, pore-forming toxins within OMVs were able to induce inflammasome activation through K+ efflux. Another study detected this effect in the CF lung. CF neutrophil-derived EVs have been shown to induced upregulation of caspase-1, alongside IL-1β and IL-18 extracellular release in epithelial cells (69). Interestingly, it has also been shown that epithelial cells in the CF lung can activate neutrophils and regulate neutrophil chemotaxis (70). While the latter of these studies was not inflammasome activation-specific, it is important to note for our study that signaling between cells can be multidirectional, and we were able to show that epithelial cell-derived EVs were able to induce inflammasome activation in macrophages. It would be important to further confirm these findings in primary MDMs.

VX-765 is a small molecule inhibitor that works to competitively inhibit caspase-1 (71, 72). MCC950 is regarded as the most specific NLRP3 inflammasome inhibitor to date, inhibiting NLRP3-induced ASC oligomerization and subsequent caspase-1 cleavage (73, 74). Both of these well-established inflammasome inhibitors reduced CepEV-induced IL-1β release in THP-1 cells and primary MDMs, confirming that NLRP3 inflammasome was the driving force in the observed IL-1β release. This is a key finding of our study, as to date it has not previously been shown that epithelial EVs from COPD patients drive inflammasome activation in macrophages. It should also be noted that, despite a significant reduction in both IL-1β and IL-18 release with VX-765 and MCC950 treatment, these inhibitors were not able to fully block cytokine release in THP-1 cells or primary MDMs. As our experimental design included stimulation of macrophages for 48 hrs, it is possible that the remaining IL-1β and IL-18 signal detected after inhibition could be the result of the inhibitors being fully bound or consumed. An additional dose of each inhibitor at the experiment midpoint (24 hrs post-EV stimulation) may be tested in future studies. Increasing the concentration of inhibitor used may also reduce IL-1β and IL-18 levels further, however the concentrations chosen had been previously tested in our lab on the cell types studied, and an increase in concentration could lead to reduced cell viability. We note that it not unusual for studies to report a decrease in inflammasome-associated cytokines, rather than complete inhibition (75, 76).

### 4.2 Macrophage *NTHi* infection

Uncovering the proteome of CepEVs could generate significant insight into COPD pathogenesis. Indeed, findings of this study highlighted potential roles of CepEVs in facilitating bacterial infections. CepEVs were found to have a significantly lower abundance of a variety of proteins with known antibacterial roles. After functionally assessing the effect of CepEVs in the context of macrophage *NTHi* infection, we were able to show that macrophages stimulated with CepEVs, as oppose to HepEVs, were unable to clear *NTHi* or mediate the inflammatory burden of bacterial infection.

Proteins are increasingly recognized as critical players in EV-mediated intracellular communication, as revealed by proteomic analysis of EVs in the context of cardiovascular disease, Parkinson’s, and rheumatoid arthritis (77–79). Recurrent bacterial and viral infections are a key feature of COPD, and are now clearly linked with the occurrence of acute exacerbations, increased airway inflammation and faster disease progression in patients (80). The most common bacterial infection observed in the lungs of patients with COPD is *NTHi* (81). To date, the role of COPD epithelial EVs and age-matched controls had not been studied in the context of *NTHi* infection of macrophages. Amongst the proteins identified during proteomic analysis that were decreased in CepEVs were DEFA3, LYZ, CAMP, LTF, and BPIFB1, all of which had strong associations with defense response to bacterium (GO: 0042742), as well as the immune response to bacterial infection (82, 83). Interestingly, of these five proteins identified for their antibacterial roles, two are members of the main classes of mammalian antimicrobial peptides (AMPs), namely defensins and cathelicidins (84). AMPs provide a non-specific, rapid response to bacteria, and have been shown to have a potent bactericidal effect on both Gram-positive and negative bacteria (85). DEFA3 is an α-defensin generally involved in host defense (86). Interestingly, it has been shown that α-defensins can specifically enhance the adherence of *NTHi* to MDMs, and that this increased adherence promotes TNF-α expression (87). As we observed a decrease in TNF-α release, alongside no change in extracellular CFUs, our data suggests that DEFA3 may not be involved in the mechanism(s) of bacterial clearance at play in our study. CAMP is a member of the cathelicidin AMP subgroup. To date, there has only been a single identified cathelicidin in humans, LL-37 (88). LL-37 can directly kill bacteria through membrane disruption by binding to negatively charges on their membrane, leading to the generation of pores that cause a loss of cell integrity, lysis and death (89). It has also previously been shown that LL-37 can modulate gene expression in macrophages, thus influencing cell functions including chemokine and chemokine signaling (90, 91). This is consistent with our cytokine data, suggesting that LL-37 may work to promote bacterial clearance while minimizing the inflammatory effects, the effects of which were missing in the context of CepEV exposure. LTF (lactotransferrin) is a multifunctional iron-binding protein abundant in airway secretions, and acts as a first line of defense protein against inhaled pathogens (92–95). This protein is hugely significant in various respiratory infections, and interestingly, its effects can be modulated by cigarette smoke (96). Currently, there is little data about the role of LTF in *NTHi* respiratory infection, and our findings warrant further study to elucidate if LTF is indeed significantly involved in the clearance of *NTHi*. Finally, BPIFB 1 (bacteria permeability increasing protein fold containing family B member 1) is a secretory protein produced in the respiratory tract, and while its function is not fully understood, it is assumed that it plays a role in host defense (97). It has also been shown that COPD airways have elevated levels of BPIFB1 when compared to asymptomatic controls, and overexpression of BPIFB1 in macrophages is thought to promote pulmonary fibrosis and impair lung function (98–100). It is unclear that BPIFB1 is related to the loss of bacterial clearance in CepEV stimulated macrophages as there is no current evidence to suggest it is directly bactericidal. While out of the scope for this study, it would be important to study this protein further in the context of COPD as it may play a complex and as yet undefined role in pathogenesis.

Like most bacterial infections, *NTHi* infection induces the release of a variety of cytokines and chemokines, the dysregulation of which leads to airway fibrosis and immune cell influx, further propagating inflammation and tissue damage (101) An interesting result of this study was that incubation with healthy EVs significantly reduced the release of various inflammatory cytokines in response to *NTHi* infection in THP-1 cells (**Figure 5B**). In parallel with this reduction from healthy EVs, incubating THP-1 cells with COPD EVs had no significant effect on inflammatory cytokine resolution. IL-8 and IL-1β are strong neutrophil chemoattractants. Neutrophilic inflammation in people with COPD has shown increased risk of future exacerbations (102). However, while neutrophil influx has been linked to worse disease prognosis, neutrophils are significant contributors in the clearance of bacterial infections such as *NTH*i (103). This double-edged sword of neutrophil inflammation highlights how important the efficient and tight regulation of chemoattractants such as IL-8 and IL-1β are in response to bacterial infections, a regulatory mechanism that is lost in the presence of CepEVs. IL-6 is strongly linked with disease severity, exacerbation rates, and reduced lung function in people with COPD (104, 105). Although HepEVs did not significantly reduce the release of IL-6 compared to *NTHi* infected controls, CepEVs did significantly increase this release compared to HepEVs, suggesting CepEVs further exacerbate the release of IL-6 in response to *NTHi* infection.

In future studies, we will attempt to identify which of these key proteins is the most important for supporting the antibacterial activity against *NTHi* observed in macrophages treated with HepEVs. In addition to identifying specific protein targets, it will be interesting to assess if the same results hold with Gram-positive bacteria, or with other Gram-negative bacteria. While *NTHi* was chosen for this work due to its prevalence in COPD, *M. catarrhalis* and *S. pneumoniae* are also common bacterial pathogens in COPD, and in more advanced disease *P. aeruginosa* becomes more prevalent (106). As discussed above, LYZ (lysozyme) was a protein identified in the proteomic analysis of epithelial EVs that works predominantly to neutralize Gram-positive bacteria. Assessing the effect of these EVs in Gram-positive bacteria could further define the potential role of LYZ present in epithelial EVs. Moving forward, the ability of HepEVs to modulate THP-1 cell function and promote bacterial clearance will also need to be validated in primary macrophages. Also, a minimum inhibitory concentration assay (MIC) in the context EV co-incubation with *NTHi* will be necessary to assess *NTHi* growth, and whether the EVs have intrinsic antibacterial properties. We note however that we evaluated extracellular CFUs and observed no change between groups, regardless of the absence or presence of EVs (from COPD or healthy epithelia). This suggests that, at least in these experimental conditions, EVs were not significantly interacting with the bacteria outside of the cell or else extracellular CFUs would be reduced in EV-stimulated conditions, independent of cellular uptake.

The process of aging leads to a progressive decline in immune system function, even in healthy individuals (107). Interestingly, the higher average age of our healthy controls compared to our COPD cohort did not seem to have any effect on the antibacterial abilities of the healthy EVs, as pre-incubation with each of our HepEV donors resulted in nearly a complete elimination of IL-1β and IL-8 signal (**Figure 5B**). Our results were consistent amongst age groups tested, providing evidence to suggest that this mechanism of bacterial clearance is conserved and not lost with age. We also only had one female donor in our healthy cohort, and although we saw no differences in the response in this donor, we would be unable to conclude that there is no sex difference in this mechanism without assessing more female donors recruited to the study.

It has not previously been shown that CepEVs drive inflammasome activation in healthy macrophages, and prompts the question of inflammasome inhibition as an avenue for COPD therapeutics. While VX-765 has been widely used in *in vitro* and in animal model studies in a variety of diseases (108–111), phase II clinical trials into the treatment of inflammatory conditions have so far been unsuccessful due to liver toxicity (112). MCC950 is also in phase II clinical trials for rheumatoid arthritis (RA), however increased serum liver enzyme levels were detected, again suggesting liver toxicity, halting the trial (113). While the use of both VX-765 and MCC950 have not yet progressed beyond phase II clinical trials, the effectiveness of their use in this study cannot be overlooked. The use of EVs themselves also offers the potential for various therapeutic options. EVs, being naturally occurring carriers of molecular content, are less likely to induce a detrimental immune response compared to an artificial delivery system (7). This work highlights the significant reduction in antibacterial proteins needed to aid macrophage clearance of *NTHi*. By the addition of missing antibacterial proteins, either through the administration of healthy, antibacterial protein-rich EVs, or through the modification and supplementation of these missing proteins (described in detail elsewhere (114–116)) patients with COPD could see a significant reduction in bacterial burden of disease-progressing bacteria such as *NTH*i.

Taken together, this study establishes a significant effect of COPD epithelium-derived EVs on inflammasome signaling by macrophages and on their antibacterial response to *NTHi*, which may influence the chronic and acute course of inflammation and infection in patients and open potential avenues for therapeutic intervention.

## Data Availability

The data that supports the findings of this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) repository, and are accessible through GEO Series accession number GSE313809 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE313809).

## References

[1] RobinsonDG DingY JiangL . Unconventional protein secretion in plants: a critical assessment. Protoplasma. (2016) 253:31–43. doi: 10.1007/s00709-015-0887-1, PMID: 26410830

[2] LiuC YazdaniN MoranCS SalomonC SeneviratneCJ IvanovskiS . Unveiling clinical applications of bacterial extracellular vesicles as natural nanomaterials in disease diagnosis and therapeutics. Acta Biomater. (2024) 180:18–45. doi: 10.1016/j.actbio.2024.04.022, PMID: 38641182

[3] BurgelmanM VandendriesscheC VandenbrouckeRE . Extracellular vesicles: A double-edged sword in sepsis. Pharmaceuticals. (2021) 14:829. doi: 10.3390/ph14080829, PMID: 34451925 PMC8399948

[4] MazzeoC CañasJA ZafraMP Rojas MarcoA Fernández-NietoM SanzV . Exosome secretion by eosinophils: A possible role in asthma pathogenesis. J Allergy Clin Immunol. (2015) 135:1603–13. doi: 10.1016/j.jaci.2014.11.026, PMID: 25617225

[5] CañasJA SastreB MazzeoC Fernández-NietoM Rodrigo-MuñozJM González-GuerraA . Exosomes from eosinophils autoregulate and promote eosinophil functions. J Leukoc Biol. (2017) 101:1191–9. doi: 10.1189/jlb.3AB0516-233RR, PMID: 28096299

[6] HoltzmanJ LeeH . Emerging role of extracellular vesicles in the respiratory system. Exp Mol Med. (2020) 52:887–95. doi: 10.1038/s12276-020-0450-9, PMID: 32541816 PMC7338515

[7] TrappeA DonnellySC McNallyP CoppingerJA . Role of extracellular vesicles in chronic lung disease. Thorax. (2021) 76:1047–56. doi: 10.1136/thoraxjnl-2020-216370, PMID: 33712504 PMC8461402

[8] HoughKP WilsonLS TrevorJL StrenkowskiJG MainaN KimYI . Unique lipid signatures of extracellular vesicles from the airways of asthmatics. Sci Rep. (2018) 8:10340. doi: 10.1038/s41598-018-28655-9, PMID: 29985427 PMC6037776

[9] AdeloyeD SongP ZhuY CampbellH SheikhA RudanI . Global, regional, and national prevalence of, and risk factors for, chronic obstructive pulmonary disease (COPD) in 2019: a systematic review and modelling analysis. Lancet Respir Med. (2022) 10:447–58. doi: 10.1016/S2213-2600(21)00511-7, PMID: 35279265 PMC9050565

[10] BhattaDN GlantzSA . Association of E-cigarette use with respiratory disease among adults: A longitudinal analysis. Am J Prev Med. (2020) 58:182–90. doi: 10.1016/j.amepre.2019.07.028, PMID: 31859175 PMC6981012

[11] Al WachamiN GuennouniM IderdarY BoumendilK ArrajiM MourajidY . Estimating the global prevalence of chronic obstructive pulmonary disease (COPD): a systematic review and meta-analysis. BMC Public Health. (2024) 24:297. doi: 10.1186/s12889-024-17686-9, PMID: 38273271 PMC10811845

[12] BoersE BarrettM SuJG BenjafieldAV SinhaS KayeL . Global burden of chronic obstructive pulmonary disease through 2050. JAMA Netw Open. (2023) 6:e2346598. doi: 10.1001/jamanetworkopen.2023.46598, PMID: 38060225 PMC10704283

[13] De OcaMM Perez-PadillaR CelliB AaronSD WehrmeisterFC AmaralAFS . The global burden of COPD: epidemiology and effect of prevention strategies. Lancet Respir Med. (2025) 13:709–24. doi: 10.1016/S2213-2600(24)00339-4, PMID: 40684784

[14] DecramerM JanssensW MiravitllesM . Chronic obstructive pulmonary disease. Lancet. (2012) 379:1341–51. doi: 10.1016/S0140-6736(11)60968-9, PMID: 22314182 PMC7172377

[15] KimV CrinerGJ . Chronic bronchitis and chronic obstructive pulmonary disease. Am J Respir Crit Care Med. (2013) 187:228–37. doi: 10.1164/rccm.201210-1843CI, PMID: 23204254 PMC4951627

[16] MartinonF BurnsK TschoppJ . The inflammasome. Mol Cell. (2002) 10:417–26. doi: 10.1016/S1097-2765(02)00599-3, PMID: 12191486

[17] BatemanG HillB KnightR BoucherD . Great balls of fire: activation and signalling of inflammatory caspases. Biochem Soc Trans. (2021) 49:1311–24. doi: 10.1042/BST20200986, PMID: 34060593 PMC8286819

[18] FuJ WuH . Structural mechanisms of NLRP3 inflammasome assembly and activation. Annu Rev Immunol. (2023) 41:301–16. doi: 10.1146/annurev-immunol-081022-021207, PMID: 36750315 PMC10159982

[19] SwansonKV DengM TingJPY . The NLRP3 inflammasome: molecular activation and regulation to therapeutics. Nat Rev Immunol. (2019) 19:477–89. doi: 10.1038/s41577-019-0165-0, PMID: 31036962 PMC7807242

[20] McKeeCM CollRC . NLRP3 inflammasome priming: A riddle wrapped in a mystery inside an enigma. J Leukoc Biol. (2020) 108:937–52. doi: 10.1002/JLB.3MR0720-513R, PMID: 32745339

[21] JiJ HouJ XiaY XiangZ HanX . NLRP3 inflammasome activation in alveolar epithelial cells promotes myofibroblast differentiation of lung-resident mesenchymal stem cells during pulmonary fibrogenesis. Biochim Biophys Acta BBA - Mol Basis Dis. (2021) 1867:166077. doi: 10.1016/j.bbadis.2021.166077, PMID: 33515677

[22] VithalkarMP PradhanS SandraKS BharathHB NayakY . Modulating NLRP3 inflammasomes in idiopathic pulmonary fibrosis: A comprehensive review on flavonoid-based interventions. Cell Biochem Biophys. (2025) 83:2669–701. doi: 10.1007/s12013-025-01696-4, PMID: 39966334 PMC12414096

[23] GuL ZhuJ NieQ XieB XueS ZhangA . NLRP3 promotes inflammatory signaling and IL-1β cleavage in acute lung injury caused by cell wall extract of Lactobacillus casei. Commun Biol. (2025) 8:20. doi: 10.1038/s42003-025-07462-9, PMID: 39774843 PMC11706994

[24] ItoH KimuraH KarasawaT HisataS SadatomoA InoueY . NLRP3 inflammasome activation in lung vascular endothelial cells contributes to intestinal ischemia/reperfusion-induced acute lung injury. J Immunol. (2020) 205:1393–405. doi: 10.4049/jimmunol.2000217, PMID: 32727891

[25] CiminieriC WoestME ReynaertNL HeijinkIH WardenaarR SpieringsDCJ . IL-1β Induces a proinflammatory fibroblast microenvironment that impairs lung progenitors’ Function. Am J Respir Cell Mol Biol. (2023) 68:444–55. doi: 10.1165/rcmb.2022-0209OC, PMID: 36608844 PMC12042164

[26] ChurgA ZhouS WangX WangR WrightJL . The role of interleukin-1β in murine cigarette smoke–induced emphysema and small airway remodeling. Am J Respir Cell Mol Biol. (2009) 40:482–90. doi: 10.1165/rcmb.2008-0038OC, PMID: 18931327

[27] FanerR SobradilloP NogueraA GomezC CruzT López-GiraldoA . The inflammasome pathway in stable COPD and acute exacerbations. ERJ Open Res. (2016) 2:00002–2016. doi: 10.1183/23120541.00002-2016, PMID: 27730204 PMC5034597

[28] EltomS StevensonCS RastrickJ DaleN RaemdonckK WongS . P2X7 receptor and caspase 1 activation are central to airway inflammation observed after exposure to tobacco smoke. PloS One. (2011) 6:e24097. doi: 10.1371/journal.pone.0024097, PMID: 21915284 PMC3167831

[29] MoonHG CaoY YangJ LeeJH ChoiHS JinY . Lung epithelial cell-derived extracellular vesicles activate macrophage-mediated inflammatory responses via ROCK1 pathway. Cell Death Dis. (2015) 6:e2016–6. doi: 10.1038/cddis.2015.282, PMID: 26658190 PMC4720875

[30] LeeH GrootM Pinilla-VeraM FredenburghLE JinY . Identification of miRNA-rich vesicles in bronchoalveolar lavage fluid: Insights into the function and heterogeneity of extracellular vesicles. J Controlled Release. (2019) 294:43–52. doi: 10.1016/j.jconrel.2018.12.008, PMID: 30529727 PMC6372374

[31] NicodLP . Lung defences: an overview. Eur Respir Rev. (2005) 14:45–50. doi: 10.1183/09059180.05.00009501

[32] ToewsGB . Impact of bacterial infections on airway diseases. Eur Respir Rev. (2005) 14:62–8. doi: 10.1183/09059180.05.00009504

[33] HillAT CampbellEJ HillSL BayleyDL StockleyRA . Association between airway bacterial load and markers of airway inflammation in patients with stable chronic bronchitis. Am J Med. (2000) 109:288–95. doi: 10.1016/S0002-9343(00)00507-6, PMID: 10996579

[34] BarkerBL HaldarK PatelH PavordID BarerMR BrightlingCE . Association between pathogens detected using quantitative polymerase chain reaction with airway inflammation in COPD at stable state and exacerbations. Chest. (2015) 147:46–55. doi: 10.1378/chest.14-0764, PMID: 25103335 PMC4285081

[35] WilkinsonTMA ArisE BourneS ClarkeSC PeetersM PascalTG . A prospective, observational cohort study of the seasonal dynamics of airway pathogens in the aetiology of exacerbations in COPD. Thorax. (2017) 72:919–27. doi: 10.1136/thoraxjnl-2016-209023, PMID: 28432209 PMC5738531

[36] GarchaDS ThurstonSJ PatelARC MackayAJ GoldringJJP DonaldsonGC . Changes in prevalence and load of airway bacteria using quantitative PCR in stable and exacerbated COPD. Thorax. (2012) 67:1075–80. doi: 10.1136/thoraxjnl-2012-201924, PMID: 22863758

[37] ErwinAL SmithAL . Nontypeable Haemophilus influenzae: understanding virulence and commensal behavior. Trends Microbiol. (2007) 15:355–62. doi: 10.1016/j.tim.2007.06.004, PMID: 17600718

[38] BerensonCS WronaCT GroveLJ MaloneyJ GarlippMA WallacePK . Impaired alveolar macrophage response to haemophilus antigens in chronic obstructive lung disease. Am J Respir Crit Care Med. (2006) 174:31–40. doi: 10.1164/rccm.200509-1461OC, PMID: 16574934 PMC2662920

[39] EssilfieAT SimpsonJL DunkleyML MorganLC OliverBG GibsonPG . Combined *Haemophilus influenzae* respiratory infection and allergic airways disease drives chronic infection and features of neutrophilic asthma. Thorax. (2012) 67:588–99. doi: 10.1136/thoraxjnl-2011-200160, PMID: 22387445

[40] BerensonCS MurphyTF WronaCT SethiS . Outer membrane protein P6 of nontypeable *haemophilus influenzae* is a potent and selective inducer of human macrophage proinflammatory cytokines. Infect Immun. (2005) 73:2728–35. doi: 10.1128/IAI.73.5.2728-2735.2005, PMID: 15845475 PMC1087348

[41] TaylorAE Finney-HaywardTK QuintJK ThomasCMR TudhopeSJ WedzichaJA . Defective macrophage phagocytosis of bacteria in COPD. Eur Respir J. (2010) 35:1039–47. doi: 10.1183/09031936.00036709, PMID: 19897561

[42] Rotta Detto LoriaJ RohmannK DroemannD KujathP RuppJ GoldmannT . Nontypeable haemophilus influenzae infection upregulates the NLRP3 inflammasome and leads to caspase-1-dependent secretion of interleukin-1β — A possible pathway of exacerbations in COPD. PloS One. (2013) 8:e66818. doi: 10.1371/journal.pone.0066818, PMID: 23840534 PMC3694113

[43] LaneS WhiteTLA WalshEE CattleyRT CumberlandR HawseWF . Antiviral epithelial-macrophage crosstalk permits secondary bacterial infections. mBio. (2023) 14:e00863–23. doi: 10.1128/mbio.00863-23, PMID: 37772820 PMC10653878

[44] LindenDA Guo-ParkeH McKelveyMC EinarssonGG LeeAJ FairleyDJ . Valaciclovir for epstein-barr virus suppression in moderate-to-severe COPD. CHEST. (2023) 164:625–36. doi: 10.1016/j.chest.2023.03.040, PMID: 37011709 PMC10808072

[45] FussIJ KanofME SmithPD ZolaH . Isolation of whole mononuclear cells from peripheral blood and cord blood. Curr Protoc Immunol. (2009) 85:711–8. doi: 10.1002/0471142735.im0701s85, PMID: 19347849

[46] EitanE ZhangS WitwerKW MattsonMP . Extracellular vesicle–depleted fetal bovine and human sera have reduced capacity to support cell growth. J Extracell Vesicles. (2015) 4:26373. doi: 10.3402/jev.v4.26373, PMID: 25819213 PMC4376846

[47] R Core Team . R: A Language and Environment for Statistical Computing (2022). Vienna, Austria: R Foundation for Statistical Computing. Available online at: https://www.R-project.org (Accessed October 24, 2024).

[48] ZhangX SmitsAH Van TilburgGB OvaaH HuberW VermeulenM . Proteome-wide identification of ubiquitin interactions using UbIA-MS. Nat Protoc. (2018) 13:530–50. doi: 10.1038/nprot.2017.147, PMID: 29446774

[49] ChenSY FengZ YiX . A general introduction to adjustment for multiple comparisons. J Thorac Dis. (2017) 9:1725–9. doi: 10.21037/jtd.2017.05.34, PMID: 28740688 PMC5506159

[50] XieZ BaileyA KuleshovMV ClarkeDJB EvangelistaJE JenkinsSL . Gene set knowledge discovery with enrichr. Curr Protoc. (2021) 1:e90. doi: 10.1002/cpz1.90, PMID: 33780170 PMC8152575

[51] KuleshovMV JonesMR RouillardAD FernandezNF DuanQ WangZ . Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res. (2016) 44:W90–7. doi: 10.1093/nar/gkw377, PMID: 27141961 PMC4987924

[52] ChenEY TanCM KouY DuanQ WangZ MeirellesGV . Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinf. (2013) 14:128. doi: 10.1186/1471-2105-14-128, PMID: 23586463 PMC3637064

[53] Sellin JeffriesMK KissAJ SmithAW OrisJT . A comparison of commercially-available automated and manual extraction kits for the isolation of total RNA from small tissue samples. BMC Biotechnol. (2014) 14:94. doi: 10.1186/s12896-014-0094-8, PMID: 25394494 PMC4239376

[54] LoveMI HuberW AndersS . Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. (2014) 15:550. doi: 10.1186/s13059-014-0550-8, PMID: 25516281 PMC4302049

[55] ZhuA IbrahimJG LoveMI . Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. Bioinformatics. (2019) 35:2084–92. doi: 10.1093/bioinformatics/bty895, PMID: 30395178 PMC6581436

[56] OliverosJC Venny . An interactive tool for comparing lists with Venn’s diagrams (2007). Available online at: https://bioinfogp.cnb.csic.es/tools/venny/index.html (Accessed January 29, 2025).

[57] BligheK . EnhancedVolcano (2018). Available online at: https://bioconductor.org/packages/EnhancedVolcano (Accessed October 24, 2024).

[58] DiamantI ClarkeDJB EvangelistaJE LingamN Ma’ayanA . Harmonizome 3.0: integrated knowledge about genes and proteins from diverse multi-omics resources. Nucleic Acids Res. (2024) 53:D1016–D1028. doi: 10.1093/nar/gkae1080, PMID: 39565209 PMC11701526

[59] RouillardAD GundersenGW FernandezNF WangZ MonteiroCD McDermottMG . The harmonizome: a collection of processed datasets gathered to serve and mine knowledge about genes and proteins. Database. (2016) 2016:baw100. doi: 10.1093/database/baw100, PMID: 27374120 PMC4930834

[60] CampbellJD LuoL LiuG XiaoJ GerreinJ GuardelaBJ . Characterizing the small RNA transcriptome associated with COPD and ILD using next-generation sequencing. BMC Proc. (2012) 6. doi: 10.1186/1753-6561-6-S6-P6

[61] SundarIK LiD RahmanI . Small RNA-sequence analysis of plasma-derived extracellular vesicle miRNAs in smokers and patients with chronic obstructive pulmonary disease as circulating biomarkers. J Extracell Vesicles. (2019) 8:1684816. doi: 10.1080/20013078.2019.1684816, PMID: 31762962 PMC6848892

[62] OseiET Florez-SampedroL TimensW PostmaDS HeijinkIH BrandsmaCA . Unravelling the complexity of COPD by microRNAs: it’s a small world after all. Eur Respir J. (2015) 46:807–18. doi: 10.1183/13993003.02139-2014, PMID: 26250493

[63] DevulderJ BakerJR MonkleyS OdqvistL DonnellyLE BarnesPJ . Extracellular vesicles produced by airway epithelial cells from COPD patients contain miRNAs involved in cellular senescence. ERJ Open Res. (2022) 8:217. doi: 10.1183/23120541.LSC-2022.217

[64] GouZ YangH WangR WangS ChenQ LiuZ . A new frontier in precision medicine: Exploring the role of extracellular vesicles in chronic obstructive pulmonary disease. BioMed Pharmacother. (2024) 174:116443. doi: 10.1016/j.biopha.2024.116443, PMID: 38513597

[65] XieT LiangJ StrippB NoblePW . Cell–cell interactions and communication dynamics in lung fibrosis. Chin Med J Pulm Crit Care Med. (2024) 2:63–71. doi: 10.1016/j.pccm.2024.04.001, PMID: 39169931 PMC11332853

[66] WangL YuQ XiaoJ ChenQ FangM ZhaoH . Cigarette Smoke Extract-Treated Mouse Airway Epithelial Cells-Derived Exosomal LncRNA MEG3 Promotes M1 Macrophage Polarization and Pyroptosis in Chronic Obstructive Pulmonary Disease by Upregulating TREM-1 via m^6^ A Methylation. Immune Netw. (2024) 24:e3. doi: 10.4110/in.2024.24.e3, PMID: 38725674 PMC11076299

[67] DubeySR TurnbullC PandeyA ZhaoA KureraM Al-ZidanR . Molecular mechanisms and regulation of inflammasome activation and signaling: sensing of pathogens and damage molecular patterns. Cell Mol Immunol. (2025) 22:1313–44. doi: 10.1038/s41423-025-01354-y, PMID: 41062723 PMC12575685

[68] WangX EagenWJ LeeJC . Orchestration of human macrophage NLRP3 inflammasome activation by Staphylococcus aureus extracellular vesicles. Proc Natl Acad Sci. (2020) 117:3174–84. doi: 10.1073/pnas.1915829117, PMID: 31988111 PMC7022218

[69] ForrestOA DoboshB IngersollSA RaoS RojasA LavalJ . Neutrophil-derived extracellular vesicles promote feed-forward inflammasome signaling in cystic fibrosis airways. J Leukoc Biol. (2022) 112:707–16. doi: 10.1002/JLB.3AB0321-149R, PMID: 35172381

[70] UseckaiteZ WardMP TrappeA ReillyR LennonJ DavageH . Increased extracellular vesicles mediate inflammatory signalling in cystic fibrosis. Thorax. (2020) 75:449–58. doi: 10.1136/thoraxjnl-2019-214027, PMID: 32265339 PMC7279202

[71] StackJH BeaumontK LarsenPD StraleyKS HenkelGW RandleJCR . IL-converting enzyme/caspase-1 inhibitor VX-765 blocks the hypersensitive response to an inflammatory stimulus in monocytes from familial cold autoinflammatory syndrome patients. J Immunol. (2005) 175:2630–4. doi: 10.4049/jimmunol.175.4.2630, PMID: 16081838

[72] WannamakerW DaviesR NamchukM PollardJ FordP KuG . (S)-1-((S)-2-{[1-(4-amino-3-chloro-phenyl)-methanoyl]-amino}-3,3-dimethyl-butanoyl)-pyrrolidine-2-carboxylic acid ((2 R,3 S)-2-ethoxy-5-oxo-tetrahydro-furan-3-yl)-amide (VX-765), an orally available selective interleukin (IL)-converting enzyme/caspase-1 inhibitor, exhibits potent anti-inflammatory activities by inhibiting the release of IL-1β and IL-18. J Pharmacol Exp Ther. (2007) 321:509–16. doi: 10.1124/jpet.106.111344, PMID: 17289835

[73] CollRC RobertsonAAB ChaeJJ HigginsSC Muñoz-PlanilloR InserraMC . A small-molecule inhibitor of the NLRP3 inflammasome for the treatment of inflammatory diseases. Nat Med. (2015) 21:248–55. doi: 10.1038/nm.3806, PMID: 25686105 PMC4392179

[74] CollRC HillJR DayCJ ZamoshnikovaA BoucherD MasseyNL . MCC950 directly targets the NLRP3 ATP-hydrolysis motif for inflammasome inhibition. Nat Chem Biol. (2019) 15:556–9. doi: 10.1038/s41589-019-0277-7, PMID: 31086327

[75] McKenzieBA MamikMK SaitoLB BoghozianR MonacoMC MajorEO . Caspase-1 inhibition prevents glial inflammasome activation and pyroptosis in models of multiple sclerosis. Proc Natl Acad Sci. (2018) 115:e6065–74. doi: 10.1073/pnas.1722041115, PMID: 29895691 PMC6042136

[76] JiaoM WangJ LiuW ZhaoX QinY ZhangC . VX-765 inhibits pyroptosis and reduces inflammation to prevent acute liver failure by upregulating PPARα expression. Ann Hepatol. (2023) 28:101082. doi: 10.1016/j.aohep.2023.101082, PMID: 36893888

[77] AlghamdiM AlamrySA BahlasSM UverskyVN RedwanEM . Circulating extracellular vesicles and rheumatoid arthritis: a proteomic analysis. Cell Mol Life Sci. (2022) 79:25. doi: 10.1007/s00018-021-04020-4, PMID: 34971426 PMC11072894

[78] WangS KojimaK MobleyJA WestAB . Proteomic analysis of urinary extracellular vesicles reveal biomarkers for neurologic disease. EBioMedicine. (2019) 45:351–61. doi: 10.1016/j.ebiom.2019.06.021, PMID: 31229437 PMC6642358

[79] BarraChinaMN Calderón-CruzB Fernandez-RoccaL GarcíaÁ . Application of extracellular vesicles proteomics to cardiovascular disease: guidelines, data analysis, and future perspectives. PROTEOMICS. (2019) 19:1800247. doi: 10.1002/pmic.201800247, PMID: 30467982

[80] WedzichaJA SeemungalTA . COPD exacerbations: defining their cause and prevention. Lancet. (2007) 370:786–96. doi: 10.1016/S0140-6736(07)61382-8, PMID: 17765528 PMC7134993

[81] MurphyTF . Vaccines for nontypeable haemophilus influenzae: the future is now. Papasian CJ editor Clin Vaccine Immunol. (2015) 22:459–66. doi: 10.1128/CVI.00089-15, PMID: 25787137 PMC4412935

[82] AshburnerM BallCA BlakeJA BotsteinD ButlerH CherryJM . Gene Ontology: tool for the unification of biology. Nat Genet. (2000) 25:25–9. doi: 10.1038/75556, PMID: 10802651 PMC3037419

[83] The Gene Ontology Consortium AleksanderSA BalhoffJ CarbonS CherryJM DrabkinHJ . The Gene Ontology knowledgebase in 2023. Baryshnikova A, editor. GENETICS. (2023) 224:iyad031. doi: 10.1093/genetics/iyad031, PMID: 36866529 PMC10158837

[84] RidyardKE OverhageJ . The potential of human peptide LL-37 as an antimicrobial and anti-biofilm agent. Antibiotics. (2021) 10:650. doi: 10.3390/antibiotics10060650, PMID: 34072318 PMC8227053

[85] RobyKD Di NardoA . Innate immunity and the role of the antimicrobial peptide cathelicidin in inflammatory skin disease. Drug Discov Today Dis Mech. (2013) 10:e79–82. doi: 10.1016/j.ddmec.2013.01.001, PMID: 24489580 PMC3904447

[86] XuD LuW . Defensins: A double-edged sword in host immunity. Front Immunol. (2020) 11:764. doi: 10.3389/fimmu.2020.00764, PMID: 32457744 PMC7224315

[87] LeeJ LuY MohammadN HanK BrantlyML . The exacerbation of the inflammatory response to nontypeable haemophilus influenzae bacteria by alpha-defensins. Am J Respir Crit Care Med;. (2024) 209:A4297. doi: 10.1164/ajrccm-conference.2024.B70

[88] ChenX DengS WangW CastiglioneS DuanZ LuoL . Human antimicrobial peptide LL-37 contributes to Alzheimer’s disease progression. Mol Psychiatry. (2022) 27:4790–9. doi: 10.1038/s41380-022-01790-6, PMID: 36138130

[89] NeshaniA ZareH Akbari EidgahiMR Kamali KakhkiR SafdariH KhalediA . LL-37: Review of antimicrobial profile against sensitive and antibiotic-resistant human bacterial pathogens. Gene Rep. (2019) 17:100519. doi: 10.1016/j.genrep.2019.100519

[90] ScottMG DavidsonDJ GoldMR BowdishD HancockREW . The human antimicrobial peptide LL-37 is a multifunctional modulator of innate immune responses. J Immunol. (2002) 169:3883–91. doi: 10.4049/jimmunol.169.7.3883, PMID: 12244186

[91] BrownKL PoonGFT BirkenheadD PenaOM FalsafiR DahlgrenC . Host defense peptide LL-37 selectively reduces proinflammatory macrophage responses. J Immunol. (2011) 186:5497–505. doi: 10.4049/jimmunol.1002508, PMID: 21441450

[92] ValentiP AntoniniG . Lactoferrin: Lactoferrin: an important host defence against microbial and viral attack. Cell Mol Life Sci. (2005) 62:2576–87. doi: 10.1007/s00018-005-5372-0, PMID: 16261253 PMC11139069

[93] KaczyńskaK JampolskaM WojciechowskiP SulejczakD AndrzejewskiK ZającD . Potential of lactoferrin in the treatment of lung diseases. Pharmaceuticals. (2023) 16:192. doi: 10.3390/ph16020192, PMID: 37259341 PMC9960651

[94] Bukowska-OśkoI SulejczakD KaczyńskaK KleczkowskaP KramkowskiK PopielM . Lactoferrin as a human genome “Guardian”—An overall point of view. Int J Mol Sci. (2022) 23:5248., PMID: 35563638 10.3390/ijms23095248PMC9105968

[95] KowalczykP KaczyńskaK KleczkowskaP Bukowska-OśkoI KramkowskiK SulejczakD . The lactoferrin phenomenon—A miracle molecule. Molecules. (2022) 27:2941. doi: 10.3390/molecules27092941, PMID: 35566292 PMC9104648

[96] Vargas BuonfiglioLG BorcherdingJA FrommeltM ParkerGJ DuchmanB Vanegas CalderónOG . Airway surface liquid from smokers promotes bacterial growth and biofilm formation via iron-lactoferrin imbalance. Respir Res. (2018) 19:42. doi: 10.1186/s12931-018-0743-x, PMID: 29524964 PMC5845328

[97] DonoghueLJ MarkovetzMR MorrisonCB ChenG McFaddenKM SadritabriziT . BPIFB1 loss alters airway mucus properties and diminishes mucociliary clearance. Am J Physiol-Lung Cell Mol Physiol. (2023) 325:L765–75. doi: 10.1152/ajplung.00390.2022, PMID: 37847709 PMC11068428

[98] ChenM LiuL . High expression of bpifb1 stimulates macrophages to secrete inflammatory factors and inducing pulmonary fibrosis. Eur Respir Soc. (2024) 64:PA2638. doi: 10.1183/13993003.congress-2024.PA2638

[99] TitzB SewerA SchneiderT ElaminA MartinF DijonS . Alterations in the sputum proteome and transcriptome in smokers and early-stage COPD subjects. J Proteomics. (2015) 128:306–20. doi: 10.1016/j.jprot.2015.08.009, PMID: 26306861

[100] GhafouriB StåhlbomB TagessonC LindahlM . Newly identified proteins in human nasal lavage fluid from non-smokers and smokers using two-dimensional gel electrophoresis and peptide mass fingerprinting. Proteomics. (2002) 2:112–20. doi: 10.1002/1615-9861(200201)2:1<112::AID-PROT112>3.0.CO;2-N, PMID: 11788998

[101] YangS YinY XuW ZhangX GaoY LiaoH . Type I interferon induced by DNA of nontypeable Haemophilus influenza modulates inflammatory cytokine profile to promote susceptibility to this bacterium. Int Immunopharmacol. (2019) 74:105710. doi: 10.1016/j.intimp.2019.105710, PMID: 31255879

[102] YangH WenX WuF ZhengY DaiC ZhaoN . Inter-relationships among neutrophilic inflammation, air trapping and future exacerbation in COPD: an analysis of ECOPD study. BMJ Open Respir Res. (2023) 10:e001597. doi: 10.1136/bmjresp-2022-001597, PMID: 37028910 PMC10083880

[103] MetzemaekersM GouwyM ProostP . Neutrophil chemoattractant receptors in health and disease: double-edged swords. Cell Mol Immunol. (2020) 17:433–50. doi: 10.1038/s41423-020-0412-0, PMID: 32238918 PMC7192912

[104] HuangH HuangX ZengK DengF LinC HuangW . Interleukin-6 is a strong predictor of the frequency of COPD exacerbation within 1 year. Int J Chron Obstruct Pulmon Dis. (2021) 16:2945–51. doi: 10.2147/COPD.S332505, PMID: 34737559 PMC8560075

[105] OnoY FujinoN SaitoT MatsumotoS KonnoS EndoT . Characterization of IL-6R-expressing monocytes in the lung of patients with chronic obstructive pulmonary disease. Respir Investig. (2024) 62:856–66. doi: 10.1016/j.resinv.2024.07.013, PMID: 39068895

[106] JohnstonS MolyneauxP SinganayagamA BeasleyJ MalliaP . Lung microbiology and exacerbations in COPD. Int J Chron Obstruct Pulmon Dis. (2012) 555:555–69. doi: 10.2147/COPD.S28286, PMID: 22969296 PMC3437812

[107] TheodorakisN FeretzakisG HitasC KreouziM KalantziS SpyridakiA . Immunosenescence: how aging increases susceptibility to bacterial infections and virulence factors. Microorganisms. (2024) 12:2052. doi: 10.3390/microorganisms12102052, PMID: 39458361 PMC11510421

[108] AmandM AdamsP SchoberR IserentantG ServaisJY MoutschenM . The anti-caspase 1 inhibitor VX-765 reduces immune activation, CD4+ T cell depletion, viral load, and total HIV-1 DNA in HIV-1 infected humanized mice. eLife. (2023) 12:e83207. doi: 10.7554/eLife.83207, PMID: 36800238 PMC9937651

[109] JinY LiuY XuL XuJ XiongY PengY . Novel role for caspase 1 inhibitor VX765 in suppressing NLRP3 inflammasome assembly and atherosclerosis via promoting mitophagy and efferocytosis. Cell Death Dis. (2022) 13:512. doi: 10.1038/s41419-022-04966-8, PMID: 35641492 PMC9156694

[110] SunZ GuL WuK WangK RuJ YangS . VX-765 enhances autophagy of human umbilical cord mesenchymal stem cells against stroke-induced apoptosis and inflammatory responses via AMPK/mTOR signaling pathway. CNS Neurosci Ther. (2020) 26:952–61. doi: 10.1111/cns.13400, PMID: 32459063 PMC7415204

[111] WenS DengF LiL XuL LiX FanQ . VX-765 ameliorates renal injury and fibrosis in diabetes by regulating caspase-1-mediated pyroptosis and inflammation. J Diabetes Investig. (2022) 13:22–33. doi: 10.1111/jdi.13660, PMID: 34494385 PMC8756311

[112] MacKenzieSH SchipperJL ClarkAC . The potential for caspases in drug discovery. Curr Opin Drug Discov Devel. (2010) 13:568–76. PMC328910220812148

[113] ManganMSJ OlhavaEJ RoushWR SeidelHM GlickGD LatzE . Targeting the NLRP3 inflammasome in inflammatory diseases. Nat Rev Drug Discov. (2018) 17:588–606. doi: 10.1038/nrd.2018.97, PMID: 30026524

[114] LiuQ LiD PanX LiangY . Targeted therapy using engineered extracellular vesicles: principles and strategies for membrane modification. J Nanobiotechnology. (2023) 21:334. doi: 10.1186/s12951-023-02081-0, PMID: 37717008 PMC10505332

[115] SuX WangH LiQ ChenZ . Extracellular vesicles: A review of their therapeutic potentials, sources, biodistribution, and administration routes. Int J Nanomedicine. (2025) 20:3175–99. doi: 10.2147/IJN.S502591, PMID: 40098717 PMC11913029

[116] KumarMA BabaSK SadidaHQ MarzooqiSAL JerobinJ AltemaniFH . Extracellular vesicles as tools and targets in therapy for diseases. Signal Transduct Target Ther. (2024) 9:27. doi: 10.1038/s41392-024-01735-1, PMID: 38311623 PMC10838959

# Supplementary material for: Bronchial epithelial cell-derived extracellular vesicles drive inflammasome activation and NTHi infection in COPD
**Source:** Front Immunol. 2026 Jan 2;16:1713012. doi: 10.3389/fimmu.2025.1713012
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary 1: COPD donor sample information

Unavailable data marked by NA – not available, this patient was unable to record technically reproducible measurements at the time of sample collection. Abbreviations: FEV_1_ – forced expiratory volume in one second, FVC - Forced Vital Capacity, TLCO - Transfer Factor for Carbon Monoxide, GOLD - Global Initiative for Chronic Obstructive Lung Disease.

# Supplementary 2: Healthy donor sample information

# Supplementary 3:

## TEM staining

Formvar/carbon-coated copper grids (Agar Scientific) were incubated with 10 μL of EVs in PBS for 5 mins on clean parafilm. The EV solution was carefully blotted to remove excess liquid. The grid was touched to a drop of Uranyless (Electron Microscopy Sciences, Cat#22409), immediately blotted, then again touched to a drop of Uranyless, this time for 20s before blotting. The grids with EVs were then left to dry for 1hr minimum before imaging using the TEM (TEM-JEM-1400Plus).

## ELISA

Plates were read at 450nm, with a wavelength correction at 570 nm. The wavelength corrected values were calculated (450 nm values − 570n m values), and sample concentrations calculated with reference to the standard curve values. ELISA kits used are shown below:

| Target | Standard range | Manufacturer |
| --- | --- | --- |
| IL-8 | 31.25 – 2000pg/mL | R&D |
| TNF-α | 7.813 – 500pg/mL | Invitrogen |
| IL-1β | 2.344 – 150pg/mL | Invitrogen |
| IL-18 | 5.859 – 750pg/mL | R&D |

## NTHi culture

Brain heart infusion (BHI) broth was prepared by the addition of 37g of BHI (ThermoFisher Scientific, #CM1135B) to 1L distilled water and autoclaved. Chocolate agar was prepared by adding 40g of Blood Agar Base (ThermoFisher Scientific, #CM0055B) into 1L distilled water and autoclaved. Once autoclaved and while still hot, 10% sheep blood was added and the agar mix and placed in a water bath at 80°C. Once at 80°C, the mixture was poured into sterile petri dishes and allowed to set under a Bunsen burner.

## LDH

Plates were read at 490 nm and 680 nm. The values were calculated to correct for background signal (490 nm values – 680 nm values), and LDH release calculated with reference to maximum lysis controls.

# Supplementary 4: Inflammatory cytokines in *NTHi* infected THP-1 cells

*** Supplementary 4: Inflammatory cytokine release in response to NTHi infection*** *THP-1 cells were infected with NTHi at MOI10. The levels of TNF-α (****A****), IL-8 (****B****), IL-1β* ***(C****), and IL-6 (D) release were quantified by ELISA. Data were analysed by unpaired t test.* *Statistical significance was indicated as follows: * P < 0.05, ** P < 0.01, *** P < 0.001. Any P values > 0.05 were indicated using ns (not significant).*

How the deposited data were processed for this re-analysis (not part of the article)

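RNA of PMA-differentiated THP-1 cells was sequenced in 12 libraries of 4 conditions, named by the sample labels as Untreated, VX-765, HepEV and CepEV. Total RNA was extracted and depleted of ribosomal RNA with KAPA HyperPrep and RiboErase, and the genome build given is GRCh38. According to the authors, the reads were aligned by the core facility, and the deposited counts, as deposited, are raw HTSeq counts of reads per gene for 60583 genes, with 1 column per library and no normalization. The aligner, the annotation and the strand setting are not given in the sources used here. ELISA, LDH release, proteomics and infection assays, the Harmonizome gene list and the pathway tools of the paper were not analysed here. The paper's text compares CepEVs with HepEVs, while Fig. 2C and the methods describe COPD EVs with and without an inhibitor. The legend of Fig. 2G names untreated cells and cells given COPD EVs as its groups. Libraries were grouped by their labels.

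The fit used edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr for the 4 groups (minimum count 10, minimum total 15), glmQLFit and glmQLFTest, and 8 residual degrees of freedom. The comparisons were CepEV against HepEV, CepEV against Untreated, HepEV against Untreated, VX-765 against Untreated, and the mean of both EV groups against the mean of both groups without EVs. p-values were adjusted by Benjamini-Hochberg and called under 0.05. Library sizes without mitochondrially encoded genes ran from 4906590 to 17890239 counts. For a gene with 0 counts in 1 group, the fold is a lower bound against 3 counts over that group. With 1 to 3 counts the ratio of counts over scaled library sizes is given with its exact binomial 95% interval. Both cover counting error only. Gene positions come from GENCODE release 29.

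Set tests used camera of limma 3.58.1 on log2 CPM with a prior count of 2, with a preset correlation of 0.01 and with the correlation estimated, adjusted over the 29 lists with a set test within a comparison. The p-values of edgeR, camera and fry rest on a model of the spread between libraries and are not exact tests. fry of limma and fgsea 1.28.0 were run on the joined inflammasome lists. The 31 lists are inflammasome sensors, the adaptor with caspases and pore formers, the IL-1 family, inflammasome regulators, Toll-like receptor signalling, NF-kB targets, chemokines, matrix proteases and inhibitors, interferon-stimulated genes, markers of alternative activation, phagocytosis and NADPH oxidase, antibacterial proteins, lysosome, cholesterol synthesis, LXR targets, glycolysis and hypoxia, the NRF2 response, the unfolded protein and integrated stress response, metallothioneins and zinc, the cell cycle, tissue repair factors, markers of bronchial epithelial cells, of undifferentiated THP-1 monocytes, of differentiated macrophages, of T, B and NK cells and of fibroblasts, apoptosis, mitochondrially encoded transcripts, cytosolic ribosomal proteins, and the genes read from Fig. 2D and from Fig. 2F, which the study chose on these libraries.

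Genes were named by a fixed rule. It takes, in each comparison, the 5 largest positive and the 5 largest negative log2 fold changes among called genes with a mean log2 CPM of at least 1, no overlap between groups and no clone name. It adds 11 core genes, the genes labelled in Fig. 2F, the 10 largest positive and the 3 negative bars of Fig. 2D, and up to 4 members of each list with the smallest p (2 where a list has no call). The values plotted in Fig. 2 had been seen when the rule was written. Some genes are not reported here.

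The alternatives were DESeq2 1.42.0 (with apeglm 1.24.0 for shrunken fold changes), limma-voom, RLE factors, library size alone, library sizes without mitochondrial genes, other filters on low counts, the replicate number as a block, fits to the compared groups alone, Untreated and VX-765 libraries pooled as controls, thresholds of 1 and 1.5 on the absolute log2 fold change, and each library left out in turn. With the replicate block, numbers 3 and 4 hold no library without EVs. The direct part of each comparison with libraries without EVs then rests on numbers 1 and 2. Where a fit left 1 library in a group, that lone library was assumed to vary like the other groups. This was so where a library of a pair or the 4 libraries with over 50% mitochondrial counts were left out. It was also so where those 4 were fitted alone. Alternatives chosen after seeing the data were those that leave out or model the 4 libraries with over 50% mitochondrial counts, a term for replicates 1 and 2 against 3 and 4, and a filter of at least 10 counts in at least 3 libraries, alone and with DESeq2. This filter was found by a search of 40 count filters for the number of genes that the paper gives, which 1 of the 40 leaves.

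The pipeline was tested on simulated data with 200 changed genes. For 8 libraries against 4, it called 14.7% of genes changed 2-fold and 66% of genes changed 4-fold, and for HepEV against Untreated 0% and 30.9%. At most 2 unchanged genes were called in a comparison, of 16922 to 17284 tested. All pairs of libraries were checked for duplicates. The lowest chi-square per degree of freedom was 9.72 within a label (HepEV replicates 1 and 2) and 5.66 across labels (HepEV replicate 2 and CepEV replicate 2). The deviations from the group means correlated with 0.465, 0.653, 0.17 and 0.752 between the HepEV and CepEV libraries of replicates 1 to 4, and as high or higher between some libraries of different numbers (0.586 for HepEV 1 with CepEV 2, 0.322 for HepEV 3 with CepEV 4, 0.736 for HepEV 4 with CepEV 3).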

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

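All tests of explanations in this part were chosen after the result was seen.

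HepEV replicate 3 stood apart from the other libraries labelled HepEV in 3 measures of RNA composition. Mitochondrially encoded transcripts took 56.9% of its counts (2.71% to 5.15% in the other 3 libraries). Of its other counts, cytosolic ribosomal protein transcripts made up 3.77% (1.61% to 1.79%), and MALAT1, a noncoding RNA of the nucleus, 0.187% (1.71% to 1.79%). Dixon's ratio was above 0.829 in these 3 of 34 groups of measures tested, where chance gives about 1 in 20. Untreated replicate 2 and both VX-765 libraries, whose groups of 2 were too small for this ratio, have a high mitochondrial share as well.

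Metallothioneins and zinc transporters, which hold and move zinc and copper and which the paper does not discuss, were higher in CepEV against Untreated. Of 9 genes tested, 7 were higher and 0 lower (8 and 0 when adjusted over the list alone), with a median log2 fold change of 3.85, or 3.47 with a gene absent from Untreated cells at its bound. The set test gave adjusted p = 4.67e-07 by camera, and adjusted p = 0.0478 with an estimated correlation. With the replicate block and an estimated correlation the NF-kB targets alone passed, so this call was lost. MT1F had a log2 fold change of 4.30 (adjusted p = 0.000859 from edgeR), SLC39A14, a zinc importer, 4.11 (adjusted p = 0.000885), and MT2A 4.95 (adjusted p = 0.00408, and 0.0508 without Untreated replicate 1, in a range of 1.18e-09 to 0.0508). In HepEV against Untreated, 7 of the 9 genes were higher too.

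Markers of undifferentiated THP-1 monocytes were lower in CepEV against Untreated, with a median log2 fold change of -1.45 over 10 genes (camera, adjusted p = 0.00041, and adjusted p = 0.0478 with an estimated correlation). This list, too, did not pass with the replicate block and an estimated correlation. The called genes were AZU1 (-1.89, adjusted p = 0.000328 from edgeR) and CEBPE (-1.95, adjusted p = 0.0497), 2 lower and 0 higher (3 and 0 when adjusted over the list alone). CEBPE lost its call without either Untreated replicate (adjusted p of 0.053 and 0.443) and without any 1 of VX-765 replicates 1 and 2, HepEV replicates 1 and 4 and CepEV replicates 1 to 4 (0.0546 to 0.124), and AZU1 with library size alone (0.143). The adjusted p ranged from 8.57e-10 to 0.143 for AZU1 and from 0.00724 to 0.552 for CEBPE.

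Called genes mostly separate the 8 libraries with EVs from the 4 without, and the 4 libraries with over 50% mitochondrial counts lie unevenly over the groups, 1 with EVs and 3 without. Of 100 splits of the libraries into 8 and 4, in a fit with 2 groups, 1 gave as many calls as the real one. It was the real one itself, with 6387 genes against 0 in the highest other split. This argues against a random split of these libraries as the source. The labels do not say whether libraries of a group came from separate cultures, so a difference between cultures or batches was not tested. Genes called among the 8 libraries with a lower mitochondrial share had the same sign of EVs against no EVs among the 4 others in 99% of cases. Genes called among the 4 had the same sign among the 8 in 97%. Over all 14357 genes tested in both, called or not, the share was 77.8%. Each of these fits has a lone library in 1 arm. It is Untreated replicate 1, without EVs, among the 8, and HepEV replicate 3, with EVs, among the 4. A lone library has no spread of its own and was assumed to vary like the other group, so the choice of called genes rests on that assumption. With that limit, the agreement in sign argues against the high mitochondrial share as the source of the response as a whole. The lower ribosomal protein genes are another matter. Their median log2 fold change with EVs was -0.97, and 0.04 (0.0435) with a term for the 4 libraries, so RNA composition may account for that part. A change of ribosomal protein transcripts by EVs stays open as untested, since 3 of the 4 libraries without EVs hold over 50% mitochondrial counts.

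Among the 35 splits of the 8 EV libraries into 4 and 4, 1 gave calls, and it set replicates 1 and 2 of both labels against replicates 3 and 4 of both labels, with 5708 genes. Without the 4 libraries with over 50% mitochondrial counts the same split gave 10536 calls, which argues against HepEV replicate 3 as its source. A second split, of HepEV replicates 1 and 2 and CepEV replicate 2 against the rest, then gave 4318 calls. By the sample labels HepEVs come from healthy and CepEVs from COPD cells, so 1 donor could stand behind both libraries of a number only under Fig. 2C, where both EV groups are COPD EVs. If each replicate number stood for 1 batch, or under Fig. 2C for 1 donor, each HepEV library would be closest to the CepEV library of its number. By the correlation of deviations from the group means 2 of 4 were, and by the correlation of log2 CPM 3 of 4, all but HepEV replicate 3. A donor, a batch and a structure of another kind cannot be told apart from these values, because the labels give no donor, date or batch. No biological explanation was tested.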

How the results depend on the processing

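Settings that leave out or model the libraries with over 50% mitochondrial counts, and DESeq2 with at least 10 counts in at least 3 libraries, were chosen after seeing the data. Of 10514 values of named genes under the alternatives set before the data were examined, 9925 kept direction and side of the threshold, 445 lost the call, 143 gained it and 1 reversed. That was TYMS in the libraries with EVs against those without, at a log2 fold change of 0.05369 with library size alone (-0.84 in the reported fit, where it was called). Of 176 counts and set tests under the alternatives set before the data were examined, 149 kept within 1.5 times the count or on the side of the threshold.

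Calls in CepEV against HepEV were 0 except with every gene that has a count (43) and with the replicate block without the 4 mitochondria-rich libraries (8). In CepEV against Untreated they were 737 with library size alone, 3614 with DESeq2, 3620 with DESeq2 and the filter in 3 libraries, 6296 with the replicate block and 5233 with 4 pooled controls, and 933 to 3260 with each library left out. In HepEV against Untreated they were 683, 4031, 4001, 6461 and 4790 in the same settings, 1276 with the 2 groups alone, 1710 without the mitochondria-rich libraries, and 927 to 3454 with each library left out. VX-765 against Untreated gave 362 with every gene that has a count. The 8 EV libraries against 4 gave 2944 without the mitochondria-rich libraries, 3152 among them alone, 3870 with a term for them, 3366 above a log2 fold change of 1.5, and 4380 to 8356 with each library left out. A higher bound on the fold change calls fewer genes by construction, and for the other settings, libraries left out among them, the cause was not tested. Higher genes among the top 50 in CepEV against Untreated ran from 26 to 47 with each library left out. The joined inflammasome lists in CepEV against HepEV had p = 0.0478 with the replicate block by camera with the preset correlation, and 0.0319 to 0.658 with each library left out. With 2 Untreated libraries, small changes can be missed. In simulated data with 200 changed genes, 1.08% of genes changed 2-fold and 20.2% of genes changed 4-fold were called in CepEV against Untreated. The data gave 2363 calls there, down to an absolute log2 fold change of 0.618, so these shares need not hold in the data.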

Differences from the paper's values

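Of the settings named in this part, only DESeq2 with at least 10 counts in at least 3 libraries was chosen after the values were seen. Counts are said to differ where the larger is over 1.5 times the smaller, and log2 fold changes where they lie more than 1 standard error apart or have opposite signs, so values said not to differ need not be equal.

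The paper gives 4001 differentially expressed genes for CepEVs against HepEVs, by DESeq2 at an adjusted p of 0.05. The value here is 0 with edgeR, and the 2 values differ in all 25 settings set before the data were examined, DESeq2 among them. Set beside CepEV against Untreated, the paper's 4001 compares with 2363 here. By the bound of 1.5 times the values did not differ with every gene that has a count (3485), with DESeq2 (3614), without HepEV replicate 3 (3260) and with Untreated and VX-765 libraries pooled as controls (5233), and differed in the other 22. HepEV against Untreated, by DESeq2 with at least 10 counts in at least 3 libraries, gives 4001, a setting chosen after seeing the values.

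The paper gives 47 higher genes among its top 50. In CepEV against HepEV the value here is 27, and no alternative was run for this count. In CepEV against Untreated it is 40, which lies within 1.5 times, and HepEV against Untreated gives 47 with DESeq2 and at least 10 counts in at least 3 libraries, chosen after seeing the values.

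For ZNF366 the paper's log2 fold change is about -3.5 in Fig. 2D, read by eye, and the value here is -2.96 in CepEV against Untreated, which differed in all 18 settings. For LGI2 the paper's value is about -2.6 in Fig. 2D, read by eye, and the value here is -2.895. It did not differ with library size alone (-2.41) and without Untreated replicate 2 (-2.72), and differed in the other 16. In HepEV against Untreated, DESeq2 with at least 10 counts in at least 3 libraries, a setting chosen after seeing the values, gives -3.52 for ZNF366 and -2.57 for LGI2. The values of CCL4L2, CCL4, SERPINE2, IL1B and ITM2C read from Fig. 2D did not differ from those here in most settings. Those of CCL4L2 and ITM2C differed in 2 settings each, and those of CCL4 and SERPINE2 in 1 each. The value of IL1B did not differ in any of its 18 settings.

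Fig. 2F labels 26 inflammasome genes as past both of its thresholds, and 21 of them were called here in CepEV against Untreated. POPDC3, NLRP12, DUSP10, RIPK3 and NAIP were not. DESeq2 called POPDC3 (adjusted p = 0.0038), NLRP12 (0.0142) and DUSP10 (0.00967), and the replicate block called these 3 and RIPK3 (0.00566). RLE factors (0.0468) and library size alone (0.0168) called POPDC3, as did the fit without HepEV replicate 3 (0.0264). In HepEV against Untreated, edgeR called POPDC3 (0.0194), RIPK3 (0.0452) and NAIP (0.0347).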

Other observations

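In the libraries labelled HepEV against the Untreated libraries, 19 of 24 chemokine genes were higher and 0 lower (21 and 1 when adjusted over the list alone; camera, adjusted p = 2.04e-19, and adjusted p = 0.0508 with an estimated correlation). Of 23 markers of alternative activation, 10 were lower and 2 higher (14 and 2 when adjusted over the list alone; median log2 fold change -1.67, adjusted p = 3.51e-06, and adjusted p = 0.0637 with an estimated correlation). IL1B had a log2 fold change of 8.46 (adjusted p = 5.03e-05 from edgeR), NLRP3 1.53 (adjusted p = 0.018), and IL6 was higher by a ratio of 1200 (95% counting interval 216 to 47500). SERPINB7, a serpin gene, was at least 197-fold higher (at least 52.5-fold without Untreated replicate 1), and FPR1 had a log2 fold change of -6.95. NLRP3 lost its call without Untreated replicate 1 (adjusted p = 0.101) and without Untreated replicate 2 (adjusted p = 0.12). GSDMD had a log2 fold change of -1.13 (adjusted p = 0.0127, and 0.105 and 0.0644 without Untreated replicates 1 and 2). edgeR called 2639 genes, 1524 higher and 1115 lower, with 5482 at an unadjusted p under 0.05. The count was 927 without Untreated replicate 1 and 1193 without Untreated replicate 2, and 6461 with the replicate block. With library size alone 77% of 683 called genes were higher, in place of 57.7%. In 36.1% of all genes tested the groups did not overlap, which chance gives in 13.3%. The joined inflammasome lists had 20 higher and 6 lower genes of 50 (21 and 6 when adjusted over the list alone), with a median log2 fold change of 0.67 (camera, p = 0.00011, and p = 0.025 with an estimated correlation). In the 8 EV libraries against 4, camera gave p = 0.00278 for these lists, and p = 0.066 with an estimated correlation. In VX-765 against Untreated it gave p = 0.725, and p = 0.809 with an estimated correlation.

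In CepEV against Untreated, genes of bacterial uptake and lipid handling changed in both directions. Of 21 genes of phagocytosis and NADPH oxidase, 3 were higher and 5 lower (5 and 5 when adjusted over the list alone), with a median log2 fold change of 0.02 and a camera test in the downward direction (adjusted p = 0.913). MARCO, a scavenger receptor that binds bacteria, had a log2 fold change of 6.32 (adjusted p = 4.44e-05) and NCF4, an NADPH oxidase subunit, -1.77. Of 9 antibacterial protein genes, 1, ACOD1, was higher (at least 14.6-fold) and 1, LYZ, lower (log2 fold change -2.09), or 2 and 1 when adjusted over the list alone (median -0.65, mean 0.76, adjusted p = 0.626). ACOD1 lost its call without Untreated replicate 1 (adjusted p = 0.0696, range 0.000437 to 0.0696, with a limit of 3.89), and LYZ with library size alone (adjusted p = 0.128, range 4.57e-08 to 0.128). Of 28 lysosome genes, 1 was higher and 4 lower (1 and 4 when adjusted over the list alone; median 0.03, camera downward, adjusted p = 0.478). Of 23 genes of cholesterol synthesis, 2 were higher and 2 lower (4 and 2 when adjusted over the list alone; median 0.00, or 0.30 with library size alone, mean 0.24, camera downward, adjusted p = 0.829). These 2 higher genes were STARD4 and SQLE, and the 2 lower genes TM7SF2 and PMVK. Of 13 LXR targets 1, ABCG1, was higher (0 when adjusted over the list alone; median 0.78, adjusted p = 0.482). SQLE, PMVK and ABCG1 lost their calls without Untreated replicate 1 (adjusted p of 0.0579, 0.0505 and 0.0763) and without Untreated replicate 2 (0.156, 0.14 and 0.273).

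Lists of stress, metabolism and RNA composition did not share a direction in CepEV against Untreated. Of 29 genes of glycolysis and hypoxia, 5 were higher and 0 lower (10 and 0 when adjusted over the list alone), with a median log2 fold change of 1.76 (camera, adjusted p = 3.48e-05, and adjusted p = 0.627 with an estimated correlation). Of 24 genes of the unfolded protein and integrated stress response, 7 were higher and 2, SDF2L1 and CALR, lower (13 and 2 when adjusted over the list alone; median 1.39, adjusted p = 0.00755, and adjusted p = 0.0803 with an estimated correlation). Of 21 genes of the NRF2 response, 3 were higher and 1 lower (3 and 1 when adjusted over the list alone; median 0.16, adjusted p = 0.55). Of 22 apoptosis genes, 7 were higher and 1, TP53INP1, lower (9 and 1 when adjusted over the list alone; median 0.52, adjusted p = 0.142). TP53INP1 lost its call without Untreated replicate 2 (adjusted p = 0.0661). Of 35 cell cycle genes, 0 were called (0 when adjusted over the list alone; median -0.11, adjusted p = 0.472). With library size alone the cell cycle median was 0.41, and with the replicate block adjusted p = 0.00977. Of 15 mitochondrially encoded transcripts, 0 were higher and 1, MT-ND4L, lower (0 and 15 when adjusted over the list alone; median -4.45, adjusted p = 5.02e-05, and adjusted p = 0.535 with an estimated correlation). Without Untreated replicate 2, MT-ND4L was not called (adjusted p = 0.754). Of 35 cytosolic ribosomal protein genes, 0 were called (0 when adjusted over the list alone; median -0.92, or 0.04 with library size alone, adjusted p = 0.00104, 0.0503 with the replicate block and adjusted p = 0.801 with an estimated correlation).

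Lists of other cell types were tested in CepEV against Untreated for RNA carried by the EVs or by other cells. Of 40 markers of bronchial epithelial cells, 11 were tested, and 5 were higher and 1, PIGR, lower (6 and 1 when adjusted over the list alone). Their median log2 fold change was 2.02 (camera, adjusted p = 0.0357, 0.138 with the replicate block, and adjusted p = 0.123 with an estimated correlation). The higher genes were CLDN1, LAMB3, TP63, MUC5AC and KRT7, and TP63 lost its call without Untreated replicate 1 (adjusted p = 0.0709) and without Untreated replicate 2 (adjusted p = 0.116). Of 18 markers of differentiated macrophages, 1, CHIT1, was higher and 3, FABP4, FABP5 and TREM2, lower (3 and 4 when adjusted over the list alone; median -0.16, or 0.17 with library size alone, adjusted p = 0.478). Of 5 markers of T, B and NK cells tested, 1, GNLY, was higher and 0 lower (2 and 0 when adjusted over the list alone; median 2.19, adjusted p = 0.524). Of 5 fibroblast markers tested, 0 were called (2 higher and 1 lower when adjusted over the list alone; median 0.99, adjusted p = 0.626). No source of these transcripts was tested.

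Fold changes of CepEV against Untreated and of HepEV against VX-765, which share no library, correlated across genes with Pearson r = 0.765 and Spearman rho = 0.803, or 0.743 and 0.713 with library size alone. Genes are not independent replicates, so these values carry no p.

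The tests in this paragraph were all chosen after the result was seen. No gene was called between the libraries labelled CepEV and those labelled HepEV. The real split of the 8 EV libraries into 4 and 4 gives 0 calls, so all 35 splits reach that number by construction and their count decides nothing, while the highest other split gives 5708 calls. A difference as large as the response to EVs, hidden by the spread between libraries, is argued against, since for 99.4% of the genes called in CepEV against Untreated (2348 of 2363) the 95% interval of CepEV against HepEV leaves out their fold change against Untreated. The median half-width of these intervals was 0.733 on the log2 scale, and the median absolute response 2.12. With a term for replicates 1 and 2 against 3 and 4, 0 genes were called, with 183 at an unadjusted p under 0.05. A candidate explanation for the paper's count is that it was computed on the libraries labelled HepEV against those labelled Untreated. With DESeq2 and the filter that leaves the paper's number of genes, that comparison gives 4001 calls, CepEV against Untreated 3620 and CepEV against HepEV 0. In that setting all 7 log2 fold changes read from Fig. 2D lie closer to HepEV against Untreated than to CepEV against Untreated. They were read by eye. Only for ZNF366 (-3.516 against -2.945) and LGI2 (-2.569 against -2.876) do the comparisons lie over 1 standard error apart. The other genes, such as CCL4 (8.931 against 9.024, standard error 0.604), hardly tell them apart. An exchange of the HepEV and CepEV labels would give the values of HepEV against Untreated for CepEVs against Untreated cells. It would turn the sign of each CepEV against HepEV value and leave 0 calls between them. The paper reports that HepEVs, and not CepEVs, lowered TNF-α, IL-1β and IL-8 release of infected cells. It also reports more IL-6 with CepEVs than with HepEVs there, and more IL-1β with CepEVs in uninfected cells. TNF was higher in the library labelled CepEV at each of the 4 replicate numbers here, which runs the way of the labels. IL6 ran the same way (log2 fold change 0.08), and IL1B (-0.26) and CXCL8, the IL-8 gene (-0.16), the other way. The cells sequenced were not infected and none of these genes was called, so the exchange stays open. Fig. 2C gives another reading, in which both EV groups are COPD EVs, with and without VX-765. If the libraries labelled HepEV were those without VX-765, HepEV against Untreated would hold the groups that Fig. 2G names. The directions of TNF, IL6, IL1B and CXCL8 would then say nothing about healthy against COPD EVs. That reading was not tested and stays open as well. The filter was 1 of 40 searched for the number of genes. DESeq2 was run with it in every comparison, VX-765 against Untreated and the 8 EV libraries against 4 among them. Smaller differences between CepEVs and HepEVs stay open.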
